# Maternal sitagliptin treatment attenuates offspring glucose metabolism and intestinal proinflammatory cytokines IL-6 and TNF-α expression in male rats

**DOI:** 10.7717/peerj.10310

**Published:** 2020-11-11

**Authors:** Qian Zhang, Xinhua Xiao, Jia Zheng, Ming Li, Miao Yu, Fan Ping, Tong Wang, Xiaojing Wang

**Keywords:** Sitagliptin, Fetal programming, Inflammatory, Maternal diet, Intestine

## Abstract

Increasing evidence shows that maternal overnutrition may increase the risk of diabetes in offspring. We hypothesized that maternal sitagliptin intervention may improve glucose intolerance through gut targeting. Female Sprague-Dawley (SD) rats were fed a normal diet (ND) or a high-fat diet (HFD) for 4 weeks before mating. ND pregnant rats were divided into two subgroups: ND group (ND alone) and the ND-sitagliptin group (ND combined with 10 mg/kg/day sitagliptin treatment). HFD pregnant rats were randomized to one of two groups: HFD group (HFD alone) and the HFD-sitagliptin group (HFD combined with 10 mg/kg/day sitagliptin treatment) during pregnancy and lactation. Glucose metabolism was assessed in offspring at weaning. Intestinal gene expression levels were investigated. Maternal sitagliptin intervention moderated glucose intolerance and insulin resistance in male pups. Moreover, maternal sitagliptin treatment inhibited offspring disordered intestinal expression of proinflammatory markers, including interleukin-6 (*Il6*), *ll1b*, and tumor necrosis factor (*Tnf*), at weaning and reduced intestinal IL-6, TNF-α expression by immunohistochemical staining and serum IL-6, TNF-α levels. However, maternal sitagliptin intervention did not affect offspring serum anti-inflammatory cytokine IL-10 level. Our results are the first to show that maternal sitagliptin intervention moderated glucose metabolism in male offspring. It may be involved with moderating intestinal IL-6 and TNF-α expression in male rat offspring.

## Introduction

Currently, it is estimated that four hundred and fifteen million adults have type 2 diabetes mellitus (T2DM) worldwide (Williams et al., 2020). T2DM is characterized by abnormalities in glucose metabolism, which leads to pancreatic cell insulin secretion disorder and peripheral insulin resistance (Virally et al., 2007). T2DM and its complications create a societal and commercial burden. Genetic and environmental factors are involved in the pathology of T2DM. Traditional environmental factors mainly include lifestyle factors, including excess energy intake and sedentary lifestyle. Recent epidemiological evidence (Eriksson et al., 2014; Jornayvaz et al., 2016) and animal studies (Boucher & Leung, 2015; Ohta et al., 2017) suggest that exposure to maternal overnutrition *in utero* increases the risk of metabolic diseases, such as hypertension, cardiovascular disease, and diabetes in offspring. Researchers regard *in utero* malnutrition status as an important environmental risk factor for developing T2DM (Bianco-Miotto et al., 2017). Maternal glucose dysmetabolism needs to be reversed for the wellbeing of offspring.

Dipeptidyl peptidase (DPP)-4 inhibitors can increase the activity level and duration of action of glucagon-like peptide (GLP)-1. Thus, they have become a new class of antidiabetic drugs in recent years. Once oral nutrients are given, GLP-1 is released from intestinal L cells (Reimann et al., 2008). GLP-1 has several important blood glucose-lowering effects. However, native GLP-1 is rapidly enzymatically hydrolyzed and inactivated by DPP-4 (Kieffer, McIntosh & Pederson, 1995). Since DPP-4 inhibitors prevent the degradation of endogenous GLP-1, they have now entered the clinic to treat patients with T2DM (Lovshin & Drucker, 2009). Sitagliptin is an orally active, fully reversible DPP-4 inhibitor that was approved by the US Food and Drug Administration (FDA) in 2006 (Bergman et al., 2007). As a highly selective DPP-4 inhibitor, sitagliptin prevents degradation of GLP-1 and improves glycaemia, reduces glycated haemoglobin level, stimulates insulin secretion and suppresses glucagon secretion (Gallwitz, 2007; Pratley & Salsali, 2007). In clinical trials, sitagliptin is an effective hypoglycemic agent at every stage of type 2 diabetes (Deacon & Holst, 2013). Recently, Professor Reimer et al. administered sitagliptin to high-fat diet (HFD)-induced obese rats before pregnancy. Their results showed that this intervention strategy did not have lasting effects on fasting blood glucose in offspring (Dennison, Eslinger & Reimer, 2017). Another group reported that sitagliptin attenuates severe acute pancreatitis-associated intestinal inflammation in vivo and in vitro (Zhou et al., 2019). In a double-blind, randomized and placebo controlled clinical trial, pregnant gestational diabetes mellitus (GDM) women in the 2nd trimester were treated with sitagliptin. After 16 weeks of treatment, improved fasting blood glucose, serum insulin, HOMA-IR and HOMA-β was observed in sitagliptin treatment group (Sun et al., 2017). Another trial evaluated the combination of sitagliptin and metformin in GDM patients. Compared with metformin treatment alone, sitagliptin and metformin combination treatment had improved glucose metabolism parameters (Elkind-Hirsch et al., 2018). Sitagliptin was well-tolerated in these two trials, and did not increase the incidence of gastrointestinal side effects. To date, there has been no report on the relationship between sitagliptin and the gut in offspring that underwent *in utero* overnutrition. Furthermore, the potential intestinal mechanism remains poorly defined.

The objective of the present study was to determine the effect of maternal early sitagliptin intervention on glucose metabolism in offspring. Specifically, we examined intestinal gene expression in the offspring of dams consuming a HFD with or without sitagliptin intervention during pregnancy and lactation.

## Materials and Methods

### Animal treatments and diets

Ethical approval for the study was granted by the Peking Union Medical Hospital Animal Ethics Committee (Project XHDW-2015-0051, 15 Feb 2015) and conformed to the NIH Animal Care guidelines (NIH publication No. 85-23, revised 1996). Rats were placed in a 12-h light/dark cycle and temperature (22 ± 1 °C) and humidity (65%–70%) controlled housing and were given food and water ad libitum. Eight-week-old female Sprague-Dawley rats (obtained from the Institute of Laboratory Animal Sciences of the Chinese Academy of Medical Sciences and Peking Union Medical College in Beijing, China, *n* = 32) were randomized into one of two groups for 4 weeks: normal diet (America Institute of Nutrition-93, AIN-93, kcal %: 10% fat, 20% protein, and 70% carbohydrate; 3.85 kcal/gm, ND, *n* = 16) or HFD (kcal %: 45% fat, 20% protein, and 35% carbohydrate; 4.73 kcal/gm, *n* = 16). Then, female rats were bred with male rats. After the identification of a copulation plug, dams were housed individually. To evaluate the effect of sitagliptin on mother rats with different diet and their offspring, we divided dams fed an ND into two subgroups: the ND only group and ND-sitagliptin group (*n* = 8 for each group). Meanwhile, dams fed a HFD were randomized to two subgroups: the HFD only group or the HFD-sitagliptin group (*n* = 8 for each group). The typical human daily dose of sitagliptin is 100 mg/60 kg body weight. Thus, according to the formula: d_rat_ =(37 × d_human_)/6 (Nair & Jacob, 2016), the corresponding dose of sitagliptin for rats is 10.28 mg/kg per day. Therefore, HFD-sitagliptin group rats were fed a HFD supplemented orally with 10 mg/kg/day sitagliptin treatment (Merck, West Point, PA, USA) as described in a previous study (Mega et al., 2011; Samaha, Said & Salem, 2019; Wojcicka et al., 2019). Dams treated with this protocol through pregnancy and lactation. The size of every litter was culled to 6 pups (3 male and 3 female rats) to ensure that there was no nutritional bias between litters. On the day of birth, one male offspring and one female offspring from each litter was randomly selected for experimental study (8 male and 8 female in each group). At weaning, offspring from all dams (8 male and 8 female for each group) were sacrificed following intraperitoneal injection of pentobarbital sodium (150 mg/kg). The intestines were immediately stored at −80 °C. Other surviving rats were kept feeding for other study. Fig. 1 shows the animal experimental protocol.

**Figure 1:**
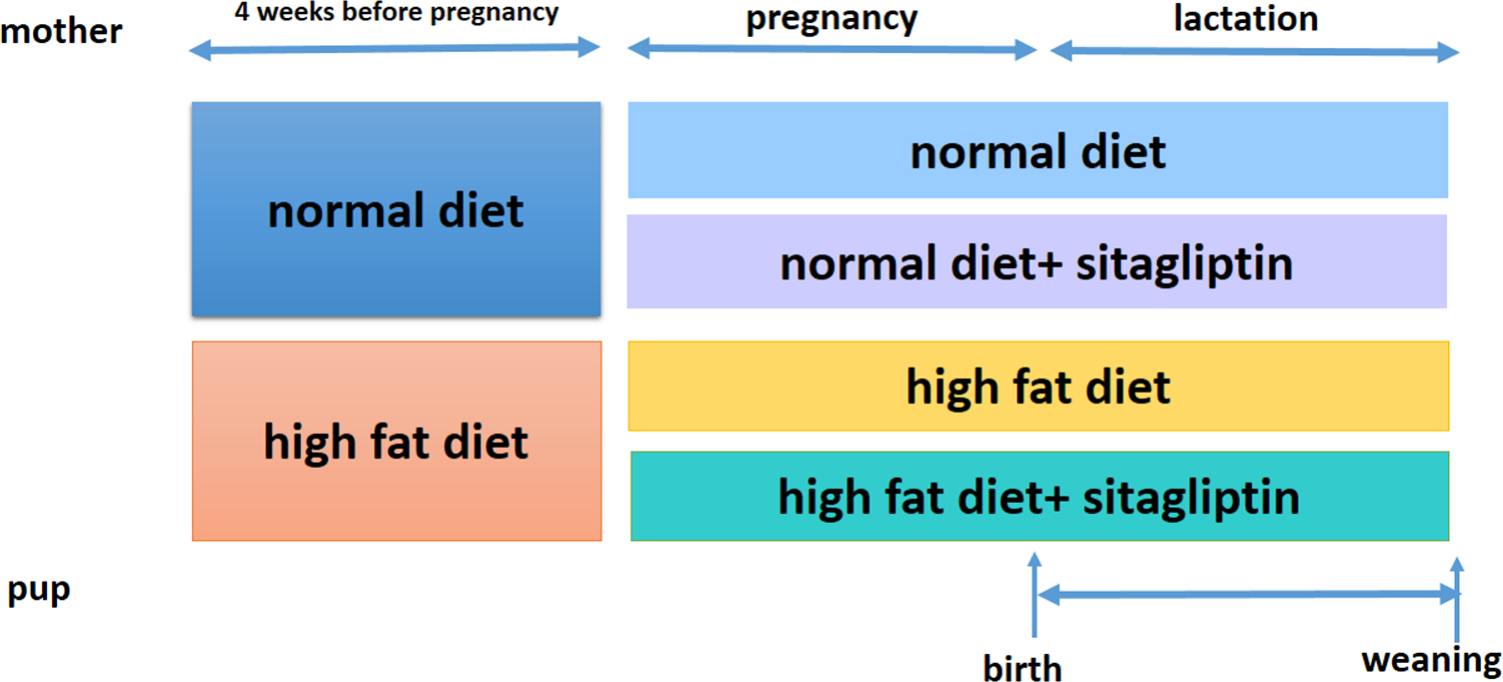
Animal experiment timeline.

### Body weight, glucose tolerance, serum insulin and inflammatory cytokines assay

Dams were weighed on the day of confirmation of pregnancy and during the pregnancy. Pups were weighed on the day after birth and weaning. At weaning, pups underwent an oral glucose tolerance test (OGTT). Briefly, after overnight food deprivation, blood was sampled from the tip of the tail in rats before and 30, 60, and 120 min after oral glucose administration via gavage (2 g/kg). Blood glucose concentrations were determined by using a blood glucose meter (Contour TS glucometer, Bayer, Hamburg, Germany). The area under the glucose tolerance curve (AUC) of the OGTT was calculated as previously described (Zhang et al., 2018). At weaning, the pups were anesthetized after 10 h of fasting. Blood samples were collected from the intraorbital retrobulbar plexus. Serum insulin was measured using an ELISA kit (EZRMI-13K, Millipore, Billerica, MA, USA). Insulin sensitivity was assessed using HOMA-IR as previously described (Zhang et al., 2018). The levels of serum proinflammatory cytokines interleukin-6 (IL-6), TNF-α and anti-inflammatory cytokine IL-10 were measured using ELISA kits (RAB0311, Merck, Darmstadt, Germany, ab46070, Abcam, Cambridge, MA, USA and RAB0246 Merck, Darmstadt, Germany).

### RNA isolation, microarray processing and analysis

Previous studies showed that the programming effects of maternal high fat diet occurred in a sexually dimorphic manner (Yokomizo et al., 2014; Zheng et al., 2014), possible due to the influence of confounding factors related to female hormone profile and estrous cycle (Kleinert et al., 2018). Thus, this study mainly focused on male offspring. Total RNA was isolated from the intestines of male pups in the HFD and HFD-sitagliptin groups by using TRIzol reagent (Life Technologies Inc., Carlsbad, CA, USA). Gene expression in the intestine was detected by an Affymetrix GeneChip Rat Gene 2.0 ST whole transcript-based array (Affymetrix Technologies, Santa Clara, CA). The differential gene criteria between the two groups was 1.50-fold or higher (*p* < 0.05). The data obtained have been deposited in the NCBI Gene Expression Omnibus (GEO) database (accession number GSE134070).

The Gene Ontology (GO) classification system and Kyoto Encyclopedia of Genes and Genomes (KEGG) were used to assign biological meaning to the group of different genes and pathway enrichment through Database for Annotation, Visualization, and integrated Discovery (DAVID) software. STRING software (Biobyte Solution, Heidelberg, Germany) was used to analyze the connections among differentially expressed genes.

### Real-time PCR

To validate the gene array results, the expression of genes (*Il1b*, *Il6*, and tumor necrosis factor (*Tnf*)) was analyzed using real-time PCR. Total RNA from the four groups was reverse-transcribed by Superscript II (Life Technologies, Carlsbad, CA). The primers are shown in Table 1. Real-time PCR was performed with an ABI Prism 7500 Real-Time System (Applied Biosystems, Foster City, CA) using ABI SYBR Mix (Applied Biosystems, Foster City, CA). The mRNA levels of the target gene were corrected by glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) using the 2^−ΔΔ*Ct*^ method.

**Table 1:** Oligonucleotide sequences for qPCR analysis.

Gene symbol	GenBank ID	Forward primer	Reverse primer	Product size (bp)
*Il6*	NM_012589	AGCGATGATGCACTGTCAGA	GGAACTCCAGAAGACCAGAGC	127
*Il1b*	NM_031512	GACTTCACCATGGAACCCGT	GGAGACTGCCCATTCTCGAC	104
*Tnf*	NM_012675	GAACTCAGCGAGGACACCAA	GCCAGTGTATGAGAGGGACG	124

**Notes.**

Il6 interleukin 6 Il1b interleukin 1b Tnf tumor necrosis factor

### Immunohistochemistry for IL-6 and TNF-α in the intestine

Intestinal sections were fixed in 10% neutral buffered formalin, cast in paraffin, sliced into 4 µm sections and placed onto microscope slides. After deparaffinization, slides were immersed in PBS. Then, sections were stained with anti-IL-6 (sc-57315, 1:100, Santa Cruz Biotechnology, Dallas, TX) and anti-TNF-α (sc-52746, 1:100, Santa Cruz Biotechnology, Dallas, TX) at 4 °C overnight. Slides were then incubated with horseradish peroxidase (HRP)-conjugated secondary antibody (1:2000, Santa Cruz Biotechnology, Dallas, TX) for 1 h at room temperature. Immunolabeling was visualized with 0.05% diaminobenzidine (DAB). A Nikon 80i microscope (Nikon) was used to capture the images, and Nikon Elements (Nikon) software was used for image processing. Three slides were analyzed for each rat, and eight rats were included in each group.

### Statistical analysis

Data are shown as the mean ±SD. Statistical analyses were calculated with Student’s *t*-test for the difference between two groups and with one-way ANOVA followed by Tukey’s post hoc test for the difference among groups. GraphPad Prism 6 (GraphPad Software Inc., CA, USA) was used for data analysis. *P* < 0.05 was defined as significant.

## Results

### The effect of sitagliptin intervention on food intake, energy intake, body weight and blood glucose in pregnancy and lactation on dams

Food intake from HFD and HFD-sitagliptin reduced compared with ND-sitagliptin (*p* < 0.01, Fig. 2A) during pregnancy. However, energy intake of HFD dams was higher than that of the ND and ND-sitagliptin dams (*p* < 0.01, Fig. 2B). Accordingly, HFD dams gained significantly more weight than ND and ND-sitagliptin dams during pregnancy (*p* < 0.01, Fig. 2C). Sitagliptin intervention reduced dam food intake, energy intake and weight gain of HFD dams during pregnancy (*p* < 0.05*or*0.01, Figs. 2A, 2B, 2C). HFD dams had higher fasting blood glucose than ND and ND-sitagliptin dams at weaning time (*p* < 0.01, Fig. 2D); however, sitagliptin intervention reduced fasting blood glucose of HFD dams at weaning (*p* < 0.01, Fig. 2D).

**Figure 2:**
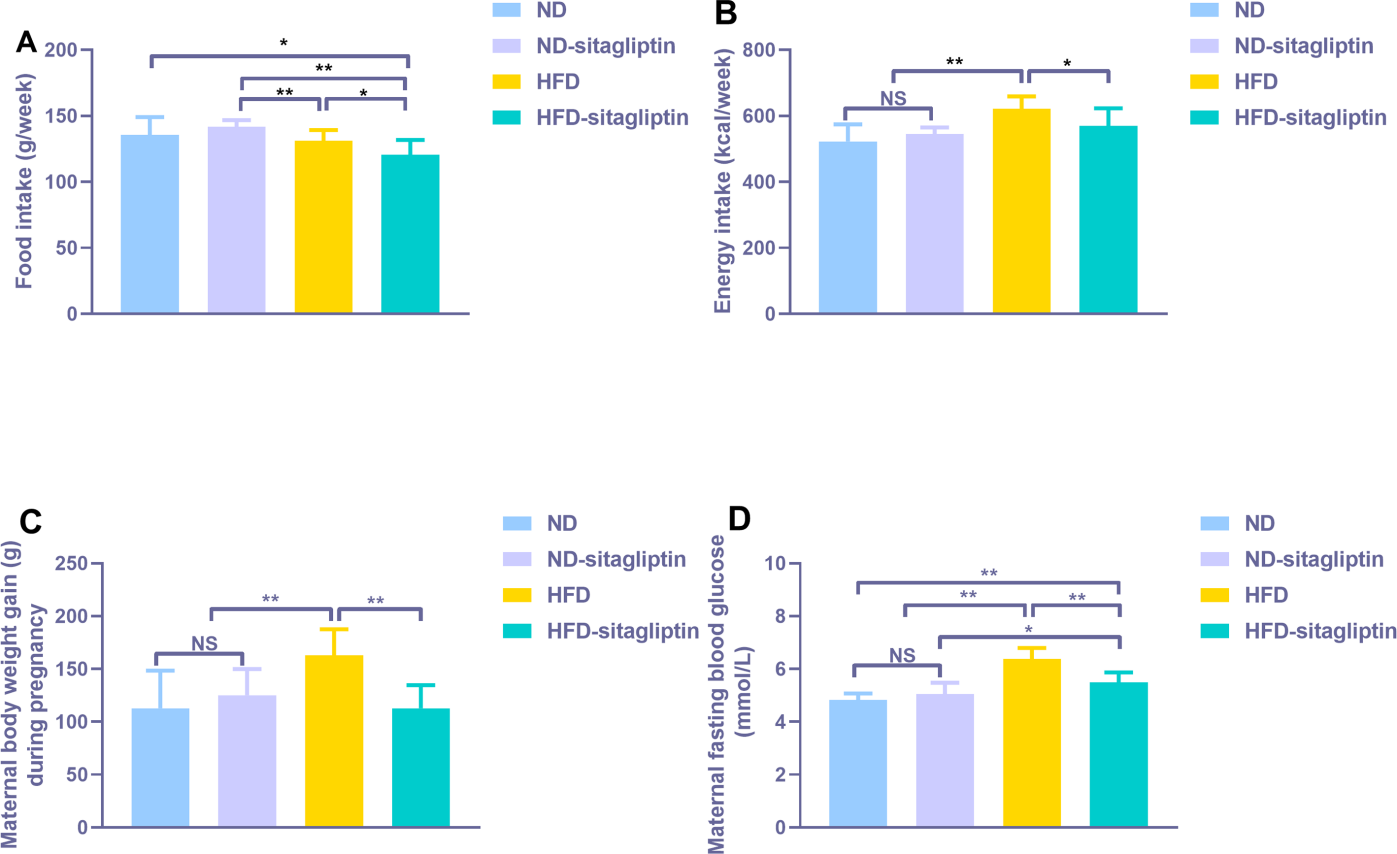
Effect of sitagliptin on maternal food intake (A), energy intake (B), body weight gain (C) and blood glucose (D). (A) Maternal food intake during pregnancy. (B) Maternal energy intake during pregnancy. (C) Maternal body weight gain during pregnancy. (D) Maternal fasting blood glucose at weaning time. Values are mean ± S.D. (*n* = 8). * *p* < 0.05, ** *p* < 0.01, ns not significant. ND: normal diet; HFD: high fat diet.

### The effect of maternal sitagliptin intervention on metabolism in offspring

No difference in birth weight was observed among pups from ND, ND-sitagliptin, HFD, and HFD-sitagliptin dams (*p* > 0.05, Table 2). Body weight at 3 weeks of age was higher in both of male and female offspring from HFD dams than those from ND and ND-sitagliptin dams (*p* < 0.05 or 0.01, Table 2). Notably, maternal sitagliptin intervention reduced offspring body weight at 3 weeks of age (*p* < 0.01, Table 2). Only male pups from HFD dams had higher fasting blood glucose, blood glucose after oral glucose load, and area under the curve (AUC) of blood glucose than those from ND and ND-sitagliptin dams (*p* < 0.01, Table 2). Maternal sitagliptin intervention reduced fasting blood glucose, blood glucose after oral glucose load and AUC of blood glucose in male offspring from HFD dams (*p* < 0.01, Table 2). Additionally, the serum fasting insulin concentration and HOMA-IR index in pups from HFD dams were higher than those in male pups from ND and ND-sitagliptin dams (*p* < 0.01, Table 2), and maternal sitagliptin intervention reduced serum fasting insulin levels and the HOMA-IR index (*p* < 0.01, Table 2). There was no significant difference in fasting blood glucose, AUC of blood glucose, serum insulin and HOMA-IR among ND, ND-sitagliptin and HFD groups in female offspring (*p* > 0.05, Table 2). Female offspring in HFD-sitagliptin group had a slight increase than those from ND group in fasting blood glucose, AUC of blood glucose and HOMA-IR (*p* < 0.05, Table 2).

**Table 2:** Biochemical parameters of male and female offspring.

Biochemical parameters	Offspring gender	ND	ND-sitagliptin	HFD	HFD-sitagliptin
birth weight (g)	Male	6.85 ± 0.51	6.71 ± 0.54	7.08 ± 0.43	7.20 ± 0.58
	Female	6.70 ± 0.28	6.88 ± 0.34	6.96 ± 0.15	6.99 ± 0.40
body weight at weaning time (g)	Male	51.25 ± 4.53	53.75 ± 6.07	60.13 ± 4.16^∗∗#^	51.38 ± 4.21^&&^
	Female	48.13 ± 5.19	50.13 ± 4.70	61.50 ± 3.20^∗∗##^	48.50 ± 2.82^&&^
Fasting blood glucose (mmol/L) at weaning time	Male	4.94 ± 0.40	5.10 ± 0.69	6.23 ± 0.60^∗∗##^	5.03 ± 0.45^&&^
	Female	4.54 ± 0.53	4.70 ± 0.32	4.81 ± 0.20	5.00 ± 0.42^∗^
AUC (mmol/L/h)	Male	12.58 ± 0.67	12.98 ± 1.07	18.78 ± 0.63^∗∗##^	14.98 ± 0.98^∗∗##&&^
	Female	13.25 ± 0.81	14.11 ± 1.32	14.64 ± 1.78	15.05 ± 2.10^∗^
Insulin (ng/mL)	Male	0.66 ± 0.15	0.57 ± 0.08	1.26 ± 0.10^∗∗##^	0.71 ± 0.08^##&&^
	Female	0.51 ± 0.07	0.52 ± 0.11	0.56 ± 0.10	0.60 ± 0.07
HOMA-IR	Male	3.05 ± 0.74	2.75 ± 0.65	7.41 ± 1.13^∗∗##^	3.40 ± 0.48^##&&^
	Female	2.31 ± 0.46	2.35 ± 0.60	2.53 ± 0.60	2.83 ± 0.37^∗^

**Notes.**

Values are mean ± S.D. (*n* = 8). *p < 0.05, **p < 0.01 vs ND group, #*p* < 0.05, ##*p* < 0.01 vs ND-sitagliptin group, &&*p* < 0.01 vs HFD group. ND, normal diet; HFD, high fat diet.

### The effect of maternal early sitagliptin intervention on gene expression in male offspring intestine from gene array results and pathways

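Gene expression was measured in the intestines of 3 male pups of HFD-sitagliptin dams and 3 male pups of HFD dams at weaning, at 3 weeks of age, with 1 Affymetrix rat gene array per pup. The dams' diet held 45% of its energy as fat and began 4 weeks before mating, and sitagliptin, an inhibitor of dipeptidyl peptidase 4, was given at 10 mg/kg/day. The level of region and epithelial genes differed between the arrays. *Car1*, a carbonic anhydrase abundant in colonic epithelium, had a log2 value of 12.41 in HFD-sitagliptin replicate 1 and of 3.41 to 4.04 in the other 5 arrays. *Si*, the sucrase-isomaltase of the small intestinal brush border, had a value of 2.72 in that array and of 11.39 to 12.49 in the others. *Hoxa13*, a transcription factor of the hindgut, was at 6.53 there and at most at 3.70 elsewhere. *Fabp6*, the ileal bile acid binding protein, reached 13.16 in HFD-sitagliptin replicate 2 and 12.62 in HFD replicate 2, against 3.61 to 7.36 in the other 4 arrays. These genes belong to lists fixed before the data were examined and were picked from them after their values were seen. Across the 18166 genes tested, HFD-sitagliptin replicate 1 correlated with the other arrays at r = 0.926 to 0.94, and the other 5 arrays correlated with each other at r = 0.968 to 0.985; genes are not independent replicates. The paper's text does not name the part of the intestine from which RNA was taken. The paper and its MIAME checklist name TRIzol for RNA isolation, and the sample labels name a mirVana kit. The authors normalized the scans in GeneSpring, and neither the paper's text nor the checklist names the algorithm. The resulting values, 1 per transcript cluster and array, were taken as log2 values, since the highest of them, 13.55, read as a natural logarithm would be a signal of 765535, more than an array scanner records. The array medians lay between 4.45 and 4.62. Of 36685 transcript clusters, 18511 carry exactly 1 gene symbol, 575 carry several and 17599 are not named here. Each gene was represented by its cluster with the highest mean over the 6 arrays, without a filter on low values. The groups were compared in limma at the study's threshold, a fold change of at least 1.5 with an unadjusted p under 0.05, and log2 fold changes are HFD-sitagliptin minus HFD. The number of arrays limits the precision of all values.

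**Figure D1:**
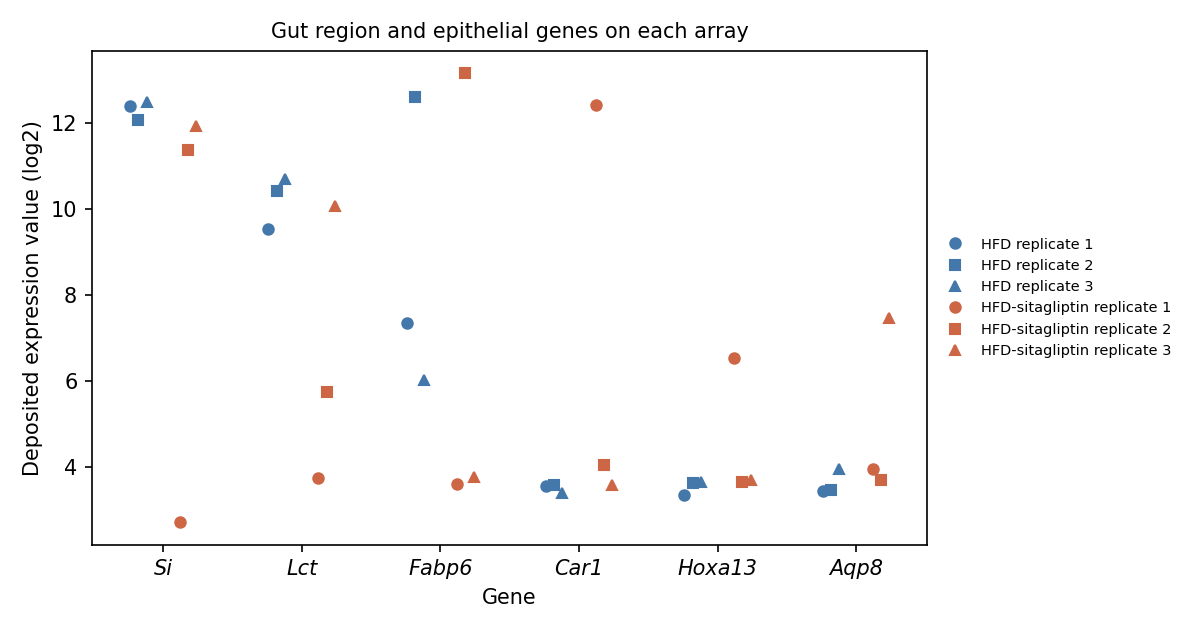
Deposited log2 expression values (vertical axis) of 6 gut region and epithelial genes on the 6 arrays, 1 point per pup, with color for the group and shape for the replicate number. *Car1* lies at 12.41 in HFD-sitagliptin replicate 1 and at most at 4.04 in the other arrays.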

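Of 18166 genes, 365 were past the study's threshold, 128 of them higher and 237 lower in pups of HFD-sitagliptin dams. Among the 10 lower genes with the largest changes, taken from those whose groups do not overlap, were *Enpp7*, the intestinal alkaline sphingomyelinase (log2 fold change -3.64, standard error 0.78), and *Acot1*, an acyl-CoA thioesterase (-2.15, standard error 0.41). *Slc5a4b*, of the sodium-glucose cotransporter family, had a log2 fold change of -1.70 (standard error 0.46) and *Bco1*, which cleaves beta-carotene to retinal, one of -2.91 (standard error 1.01). The other 6 were *Slc5a4*, *Anxa13*, *RGD1563891*, *LOC690275*, *Reg4* and *Gimd1*, and all 10 lay between -3.64 and -1.62. Among the 10 higher genes with the largest changes, taken in the same way, were *Nqo1*, a quinone reductase (1.33, standard error 0.50), and *Pzp* and *Mug1l1*, of the alpha-macroglobulin family (1.16 and 1.13). The other 7 were *Napsa*, *LOC690359*, *Vch*, *Rasgef1b*, *Mir181d*, *Mfsd4a* and *Or3a1e*, and all 10 lay between 1.02 and 1.55; *Mfsd4a* was not past the threshold with the replicate number as a block. Of these, *Vch* and *Or3a1e*, itself an olfactory receptor gene, had mean levels of 2.43 and 3.23, at percentiles 41.2 and 71.1 of the olfactory receptor genes, a class with little expression in intestine, so their changes are not told from background here. *Lct*, the lactase gene (-3.71), *Slc2a2*, a glucose transporter (-3.01), *Kcnj13* (-1.85) and *Tst* (1.61), named after their values were seen, were past the threshold with changes as large, but their groups overlap. Each passed in 1 of the 6 fits with 1 array left out, that without HFD-sitagliptin replicate 3, and over these fits their log2 fold changes ran from -5.48 to -2.32, -4.37 to -1.96, -2.66 to -1.07 and 1.09 to 2.30. When each array was left out in turn, 4 of the 10 lower genes and 5 of the 10 higher genes stayed past the threshold in all 6 fits, *Enpp7*, *Acot1*, *Slc5a4b*, *Pzp* and *Mug1l1* among them, and *Vch* and *Or3a1e* too. *Enpp7* belongs to the list of ileum genes, and *Lct* and *Slc2a2* to that of the proximal small intestine. Region genes differed in more than 1 array, which leaving out 1 array at a time cannot remove. In the methods' t-test, 4 of the 10 lower genes and 5 of the 10 higher genes were past the threshold. Those not past it there were *Bco1*, *Slc5a4*, *Anxa13*, *RGD1563891*, *LOC690275*, *Reg4*, *Nqo1*, *Napsa*, *LOC690359*, *Rasgef1b* and *Mfsd4a*, and likewise *Lct*, *Slc2a2*, *Kcnj13* and *Tst*. With 1 array left out, not past the threshold, with their range over the 6 fits, were *Bco1* without HFD-sitagliptin replicate 1 or 2 or HFD replicate 1, 2 or 3 (-4.12 to -1.99) and *Nqo1* without HFD replicate 2 or 3 (0.75 to 1.71). Also lost in such fits were *Slc5a4* (-4.63 to -2.50), *Anxa13* (-2.88 to -1.19), *RGD1563891* (-2.62 to -1.29), *LOC690275* (-2.33 to -1.09) and *Reg4* (-2.53 to -1.13). Of the higher genes, these were *Napsa* (0.90 to 2.20), *LOC690359* (0.81 to 1.88), *Rasgef1b* (0.71 to 1.41) and *Mfsd4a* (0.56 to 1.34). *Dpp4*, which encodes the enzyme that sitagliptin inhibits, had a value of 7.34 in HFD-sitagliptin replicate 1 and of 10.45 to 10.89 in the other 5 arrays, and its log2 fold change was -1.14 with all arrays (limma adjusted p = 0.73) and -0.032 without that array. The incretin genes *Gcg* (-0.22) and *Gip* (-0.94) and the receptor gene *Glp1r* (0.10) were not past the study's threshold in limma, and *Gip* was past it with the replicate number as a block. *Glp1r*, at a mean level of 3.78 and percentile 86.5 of the olfactory receptor genes, is not told from background here. Without HFD-sitagliptin replicate 1 the log2 fold change of *Gip* was -0.49, and with 1 array left out at a time it ran from -1.53 to -0.49 and that of *Gcg* from -0.70 to 0.57. No gene had an adjusted p under 0.05 in limma (lowest 0.718), while 1040 had an unadjusted p under 0.05, where 908 would be expected if no gene changed. Other splits of the arrays into 3 and 3 gave 235 to 1352 such genes, so 908 is no firm standard here. Those that, like the real split, part all arrays of the same number gave 235 to 457. The methods' t-test put 158 genes past the threshold, 58 higher and 100 lower, with 774 at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. The limma count was 239 without HFD replicate 1, 880 without HFD-sitagliptin replicate 3 and 297 without HFD-sitagliptin replicate 1, of which 161 genes were also past the threshold with all arrays. With each array centred on its median, 81 genes were higher and 390 lower.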

Two hundred and one genes were differentially expressed in the intestines of pups from HFD-sitagliptin dams compared with those of pups from HFD dams (>1.50-fold, *p* < 0.05; 119 upregulated and 82 downregulated). To investigate the possible regulatory mechanisms of genes affected by maternal early sitagliptin intervention on offspring intestine, we analyzed biological processes, molecular functions, and cellular components through Gene Ontology and enriched KEGG pathways by DAVID. 

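Among 34 measured genes of the nuclear factor kappa B and lipopolysaccharide response, 1 was higher past the study's threshold, 1 was lower and 32 were not past it. The higher gene was *Rel*, a subunit of nuclear factor kappa B (log2 fold change 0.76, standard error 0.22), and the lower one was *Casp1*, the protease that activates interleukin 1 beta and interleukin 18 (-0.62, standard error 0.24). *Nlrp3*, an inflammasome sensor, had a log2 fold change of 0.38, and *Birc3*, an inhibitor of apoptosis induced by this pathway, had one of 0.88. Neither was past the threshold with all arrays. *Birc3* was past it in 2 of the 6 fits with 1 array left out (0.49 to 1.11 over these fits). The list had a median log2 fold change of 0.12 and was not past the adjusted threshold of camera, a test of a list against all other genes (adjusted p = 0.106, p = 0.266 with an estimated correlation), with 0 genes when adjusted over the list alone. Of 35 measured chemokine genes, none was past the study's threshold in limma and 0 passed when adjusted over the list alone. Their log2 fold changes ran from -1.62 for *Ccl25*, the chemokine of small intestinal epithelium, to 1.12, with a median of 0.10 (camera adjusted p = 0.472). Without HFD-sitagliptin replicate 1, *Ccl25* had a log2 fold change of -0.28 and the medians of the nuclear factor kappa B and chemokine lists were -0.036 and 0.0055, with 1 chemokine gene then lower past the threshold. *Casp1* was not past it in the methods' t-test. When 1 array was left out at a time, genes not past the threshold were, with their range over the 6 fits, *Rel* without HFD-sitagliptin replicate 1 (0.58 to 0.91) and *Casp1* without HFD-sitagliptin replicate 1 or 2 or HFD replicate 1 or 2 (-0.77 to -0.42). The genes behind the study's terms are not listed in Table 3, so lists of these responses, fixed before the data were examined, stand in for them.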

The results showed that differentially expressed genes between the HFD and HFD-sitagliptin groups were enriched in the following biological processes: inflammatory response, cellular response to lipopolysaccharide, positive regulation of calcidiol 1-monooxygenase activity, response to yeast, and positive regulation of chemokine production (*p* < 0.0001, Fig. 3, Table 3). They are mainly enriched in the following molecular functions: cytokine activity, interleukin-1 receptor binding, heme binding, alkane 1-monooxygenase activity, and GTPase binding (*p* < 0.05, Fig. 3, Table 3). 

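Of 70 measured cytokine genes, 2 were higher past the study's threshold, 8 were lower and 60 were not past it. The higher ones were *Il18* (log2 fold change 0.72, standard error 0.18), an interleukin made by intestinal epithelium, and *Il22* (0.66, standard error 0.13), which acts on epithelial cells. The lower ones were *Il1a* (-0.61), *Il1f10* (-0.78), *Ifng* (-0.65), *Ifna1* (-0.62), *Thpol1*, the thrombopoietin gene (-0.61), *Il6*, *Il1b* and *Tnf*. Of these, *Il1a*, *Il1f10*, *Ifng*, *Ifna1*, *Il6* and *Tnf* had mean levels below the 95th percentile of the olfactory receptor genes, a class with little expression in intestine, so their changes are not told from background here. In the methods' t-test *Ifna1* and, of the genes below, *Acadm* were not past the threshold. All but *Il1f10* and *Ifna1* stand in the study's Tables 4 and 5, which were drawn from these arrays, so the count is not independent evidence of a direction. The 10 genes past the threshold compare with 1.41 expected (one-sided Fisher's exact test, adjusted p = 5.41e-05 over 42 lists), and 1 gene passed when adjusted over the list alone. Without the genes of Tables 4 and 5, 2 of 62 were past the threshold and the list was not over-represented (adjusted p = 0.553). This leaves out genes past the threshold only. The list as a whole was not shifted, with a median log2 fold change of 0.017, a mean of -0.027 and a camera adjusted p of 0.974 in the direction of lower values (p = 0.985 with an estimated correlation). Its mean level was 4.30 to 4.39 over the arrays, below 4.42, the 95th percentile of the olfactory receptor genes. Camera was not run on this list with dim genes left out, so a shift among its expressed genes alone was not tested. Of 10 interleukin 1 family ligands, 3 were lower, 1 was higher and 6 were not past the threshold, with 4 when adjusted over the list alone (enrichment adjusted p = 0.000428), and 3 of the 4 past it stand in these tables. The camera adjusted p of this list was 0.0818, at a median of -0.37, and its p was 0.0902 with an estimated correlation; without HFD-sitagliptin replicate 1 the median was -0.23 (adjusted p = 0.197). *Cyp4a1*, a fatty acid omega-hydroxylase, had a log2 fold change of -1.48 (standard error 0.21) and stayed past the threshold when each array was left out in turn. It belongs to 31 measured genes of PPAR-alpha targets and fatty acid oxidation, of which 3 were lower, among them *Hibch* of valine breakdown (-0.91), and 1, the acyl-CoA dehydrogenase *Acadm* (0.60), was higher; 27 were not past the threshold and 2 passed when adjusted over the list alone. The list was shifted down with all arrays (median -0.28, camera adjusted p = 0.00496; p = 0.292 with an estimated correlation), and its median was -0.099 without HFD-sitagliptin replicate 1 (adjusted p = 0.153). Its shift was not past the adjusted threshold without HFD-sitagliptin replicate 1 or HFD replicate 2 or 3 (adjusted p up to 0.195). With 1 array left out, genes that did not pass were, with their range over the 6 fits, *Il18* without HFD-sitagliptin replicate 2 (0.57 to 0.83), *Il22* without HFD-sitagliptin replicate 3 (0.56 to 0.72), *Il1a* without HFD-sitagliptin replicate 3 or HFD replicate 3 (-0.71 to -0.48), *Ifng* without HFD-sitagliptin replicate 2 or HFD replicate 2 (-0.80 to -0.52), *Ifna1* without HFD-sitagliptin replicate 1 or 2 or HFD replicate 2 or 3 (-0.82 to -0.44), *Thpol1* without HFD-sitagliptin replicate 3 or HFD replicate 1 (-0.77 to -0.45) and *Acadm* without HFD-sitagliptin replicate 2 or 3 or HFD replicate 1 (0.43 to 0.76). The median of the cytokine list was -0.045 with each array centred on its median and -0.015 without HFD-sitagliptin replicate 1.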

Significant cellular components were extracellular space, phagocytic cup, endoplasmic reticulum membrane, actin filament, and extracellular region (*p* < 0.05, Fig. 3, Table 3). 

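Genes of macrophages and dendritic cells, the phagocytes of the gut wall, were shifted up as a group in HFD-sitagliptin pups, with a median log2 fold change of 0.37 over 32 measured genes (camera adjusted p = 3.05e-06; p = 0.0507 with an estimated correlation). Of these, 5 were higher past the study's threshold, 0 were lower and 27 were not past it, and 0 passed when adjusted over the list alone. The higher ones were *Ncf1*, a subunit of the phagocyte NADPH oxidase (log2 fold change 1.01, standard error 0.24), the transcription factor gene *Spi1* (0.59, standard error 0.14), the integrin gene *Itgam* (0.67, standard error 0.19), *Adgre1* (0.67) and *Lcp1*, an actin-bundling protein of leukocytes (0.61). *Ncf1*, *Spi1* and *Itgam* stand in the study's Tables 4 and 5, and the genes of the list outside these tables had a median of 0.28. *Coro1a* and *Lsp1*, actin-binding proteins of leukocytes, had log2 fold changes of 0.60 and 0.61, and *Rhog*, a small GTPase that acts on the actin cytoskeleton, had one of -0.82 (standard error 0.24). Among 31 measured genes of T and NK cells, 1 was higher, *Hcst* (0.65), and none was lower past the study's threshold in limma (median 0.21, camera adjusted p = 0.044; p = 0.443 with an estimated correlation). This shift was not past the adjusted threshold without HFD-sitagliptin replicate 2 or 3 or HFD replicate 1 (adjusted p up to 0.922). With 1 array left out at a time, the median of this list ran from 0.024 to 0.30. Without HFD-sitagliptin replicate 1, the array that stands apart in colonic and brush border genes, the median of the macrophage list was 0.26 (camera adjusted p = 2.72e-05). Against the mean of the other arrays, this list lay at 0.40, 0.20 and 0.022 in HFD-sitagliptin replicates 1, 2 and 3. Brush border genes had a median log2 fold change of -1.44 with all arrays and -0.17 without HFD-sitagliptin replicate 1. For smooth muscle and stroma genes the values were 0.35 and -0.089. *Ncf1* and *Rhog* stayed past the threshold when each array was left out, and those that did not were, with their range over the 6 fits, *Spi1* without HFD-sitagliptin replicate 1 or 2 or HFD replicate 1 or 2 (0.52 to 0.69), *Itgam* without HFD-sitagliptin replicate 2 or HFD replicate 3 (0.51 to 0.84), *Adgre1* without HFD-sitagliptin replicate 1 or HFD replicate 2 or 3 (0.42 to 0.82), *Lcp1* without HFD-sitagliptin replicate 1 or 2 or HFD replicate 1 (0.52 to 0.77), *Coro1a* without HFD-sitagliptin replicate 1 or 2 or HFD replicate 1 or 2 (0.52 to 0.73), *Lsp1* without HFD-sitagliptin replicate 1 or 2 or HFD replicate 1 (0.51 to 0.77) and *Hcst* without HFD replicate 1 or 2 (0.49 to 0.86). *Adgre1* was not past it in the methods' t-test.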

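Of the 25 genes in the study's Tables 4 and 5, 21 were measured by transcript clusters with 1 gene symbol, and all 21 were past the study's threshold in limma and in the methods' t-test, 7 higher and 14 lower in HFD-sitagliptin pups. All 21 had an adjusted p under 0.05 over the list alone and 0 had one over all genes in limma; the study chose these genes on the same arrays, so this is not independent evidence. The clusters of *Hbb* and *Cyp4a2* also carry other symbols and no cluster is named for *LOC100362350* or *Cyp2c24*, so these 4 genes were not used here. In inflammatory bowel disease, 2 genes were higher and 5 lower, in cytokine-cytokine receptor interaction 2 were higher and 7 lower, and in tuberculosis 4 were higher and 5 lower. Outside the cytokine genes, the receptor gene *Ccr6* had a log2 fold change of -0.59, the kinase gene *Prkca* one of -0.63 and the protease inhibitor gene *Serpinb6a* one of -0.59. In a wider list of retinol metabolism fixed before the data were examined, 5 of 30 measured genes were lower, 1 was higher and 24 were not past the threshold. The lower ones included *Hsd17b6*, an oxidoreductase of steroids and retinol (-1.37, standard error 0.33; -0.98 without HFD-sitagliptin replicate 1), *Dhrs4*, a retinal reductase (-0.75, standard error 0.22), and *Cyp2b12* (-0.70), and the higher one was the alcohol dehydrogenase gene *Adh7* (0.71), which was not past it in the methods' t-test. *Cyp2b12*, at a mean level of 2.41 and percentile 40.1 of the olfactory receptor genes, *Adh7* and *Ccr6* lay below the 95th percentile of that class, which has little expression in intestine, so their changes are not told from background here. This list was over-represented among the genes past the threshold (one-sided Fisher's exact test, adjusted p = 0.000428) and not shifted as a whole (median -0.015, camera adjusted p = 0.562), with 1 gene when adjusted over the list alone. Of its 6 genes past the threshold, 4 come from Table 4, which was drawn from these arrays. Without the genes of Tables 4 and 5 the adjusted p was 0.277, but the 4 genes this leaves out were all past the threshold. Genes of the enterocyte brush border, which were low in HFD-sitagliptin replicate 1, had a median log2 fold change of -1.44 over 32 genes with all arrays (camera adjusted p = 1.54e-06; p = 0.263 with an estimated correlation) and of -0.17 without that array (adjusted p = 0.0349). Of these 32 genes, 5 were lower past the threshold and 0 higher, with 2 when adjusted over the list alone; *Slc34a2*, a phosphate transporter, had a log2 fold change of -0.92. Without HFD-sitagliptin replicate 1, 15 of the 21 genes in Tables 4 and 5 were past the threshold and 21 kept their direction, and with array weights 13 were past it. With 1 array left out, the following were not past the threshold, with their range over the 6 fits: *Ccr6* without HFD-sitagliptin replicate 1 or 3 or HFD replicate 2 or 3 (-0.79 to -0.48), *Prkca* without HFD-sitagliptin replicate 1 or 2 or HFD replicate 2 (-0.76 to -0.55), *Serpinb6a* without HFD-sitagliptin replicate 1 or HFD replicate 2 or 3 (-0.70 to -0.44), *Cyp2b12* without HFD replicate 2 (-0.87 to -0.48) and *Adh7* without HFD-sitagliptin replicate 3 or HFD replicate 1 or 3 (0.43 to 0.88).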

Enriched KEGG pathways by DAVID displayed in the KEGG pathway database showed that genes affected by maternal sitagliptin intervention on offspring intestine were significantly enriched in African trypanosomiasis, inflammatory bowel disease, retinol metabolism, malaria, tuberculosis, leishmaniasis, amoebiasis, cytokine-cytokine receptor interaction, hematopoietic cell lineage, and salmonella infection (*p* < 0.005, Fig. 4, Table 4). In STRING analysis, all differentially expressed genes were mapped in one network. In this network figure, *Il1b*, *Il6*, and *Tnf* were in the center of the differentially expressed gene network (Fig. 5, Table 5).

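*Il6*, *Il1b* and *Tnf*, which encode interleukin 6, interleukin 1 beta and tumor necrosis factor, were each lower in every HFD-sitagliptin pup than in every HFD pup. *Il6* (transcript cluster 17788345) had a log2 value of 3.28 ± 0.26 (SD, n = 3) in HFD-sitagliptin pups and of 3.95 ± 0.12 (SD, n = 3) in HFD pups, a log2 fold change of -0.67 (standard error 0.17). *Il1b* (transcript cluster 17777192) had values of 4.96 ± 0.26 and 5.58 ± 0.17, a log2 fold change of -0.62 (standard error 0.17). *Tnf* (transcript cluster 17752747) had values of 3.43 ± 0.049 and 4.21 ± 0.14, a log2 fold change of -0.78 (standard error 0.12). The limma adjusted p over all genes was 0.718 for all 3 genes. The exact two-sided permutation test gave p = 0.10 for each, the smallest p that 3 pups against 3 allow. Some deposited values end in the same digits in an HFD and an HFD-sitagliptin array. *Il6* was at 3.859367 in HFD replicate 1 and 3.059367 in HFD-sitagliptin replicate 3. It was at 3.906722 in HFD replicate 2 and 3.206722 in HFD-sitagliptin replicate 1. *Tnf* was at 4.374814 in HFD replicate 1 and 3.374814 in HFD-sitagliptin replicate 3. The reason was not tested, which limits the separation and p values of *Il6* and *Tnf*. Of the other genes in Table 5, *Ifng* was lower, and *Il18*, *Itgam* and *Spi1* were higher, all past the study's threshold. The mean levels of *Il6*, *Tnf* and *Ifng* over the 6 arrays, 3.61, 3.82 and 3.68, lay below 4.42, the 95th percentile of 1158 olfactory receptor genes, a class with little expression in intestine, and that of *Il1b*, 5.27, lay above it. *Tnf* stayed past the threshold when each array was left out in turn; *Il6* was not past it without HFD-sitagliptin replicate 3 (-0.56), and *Il1b* was not past it without that array or without HFD replicate 3 (-0.75 to -0.49 over the 6 fits). From the inflammatory response among the top biological processes, the cytokine receptor pathway among the top pathways and the central place of these genes in the network, the paper reasons that they should be measured by real-time PCR.

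**Figure D2:**
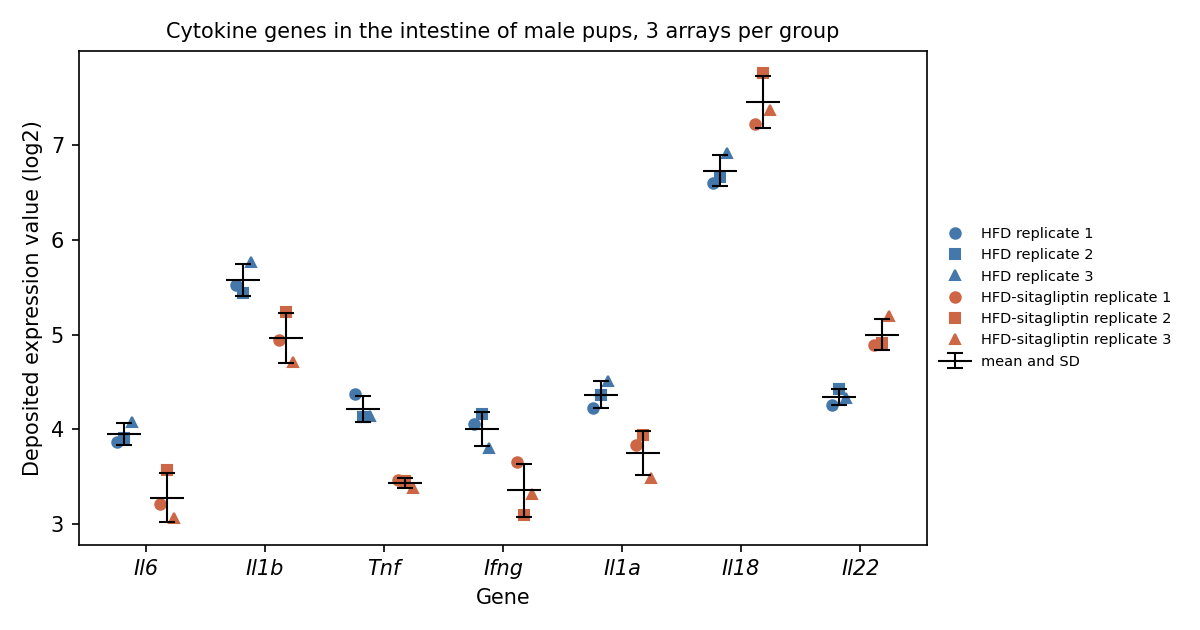
Deposited log2 expression values (vertical axis) of 7 cytokine genes, 1 point per pup, with color for the group and shape for the replicate number, and the mean and SD of each group of 3 pups. The values of *Tnf* average 3.43 in HFD-sitagliptin pups and 4.21 in HFD pups.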

**Figure 3:**
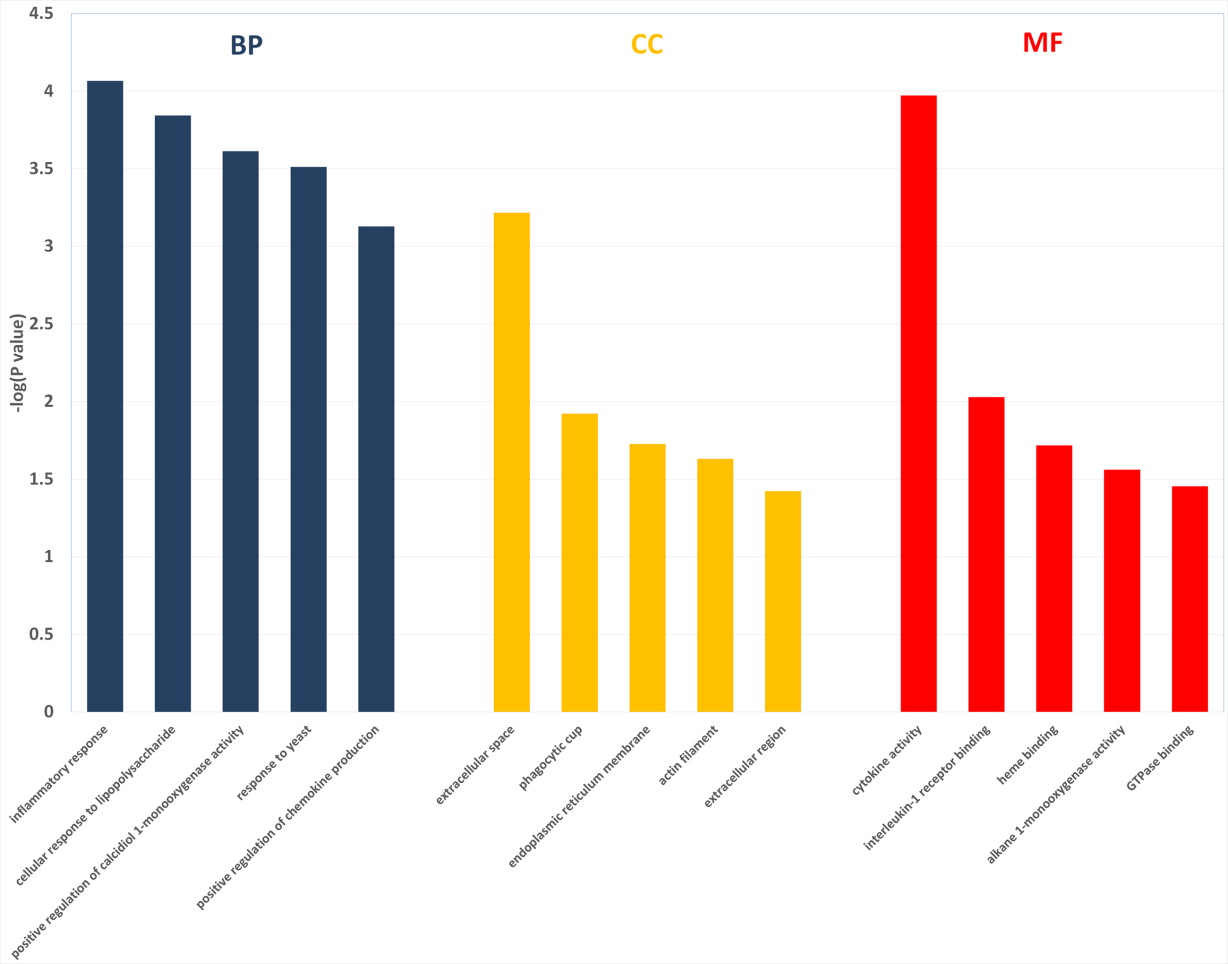
The enriched GO terms with differentially expressed genes between HFD group and HFD-sitagliptin group. Top five terms in biological process (BP), cellular component (CC) and molecular function (MP).

**Table 3:** The enriched GO terms with differentially expressed genes in HFD-sitagliptin group vs HFD group (*p* < 0.05).

Term ID	Term name	Count	*p* value	Fold enrichment	Catalog
GO:0006954	inflammatory response	12	8.59 × 10^−5^	4.42	biological processes
GO:0071222	cellular response to lipopolysaccharide	9	1.44 × 10^−4^	5.90	biological processes
GO:0060559	positive regulation of calcidiol 1-monooxygenase activity	3	2.44 × 10^−4^	109.59	biological processes
GO:0001878	response to yeast	4	3.07 × 10^−4^	29.22	biological processes
GO:0032722	positive regulation of chemokine production	4	7.45 × 10^−4^	21.91	biological processes
GO:0005615	extracellular space	24	6.08 × 10^−4^	2.16	cellular components
GO:0001891	phagocytic cup	3	1.19 × 10^−2^	17.80	cellular components
GO:0005789	endoplasmic reticulum membrane	11	1.87 × 10^−2^	2.34	cellular components
GO:0005884	actin filament	4	2.33 × 10^−2^	6.50	cellular components
GO:0005576	extracellular region	12	3.77 × 10^−2^	1.99	cellular components
GO:0005125	cytokine activity	9	1.07 × 10^−4^	6.15	Molecular function
GO:0005149	interleukin-1 receptor binding	3	9.36 × 10^−3^	20.14	Molecular function
GO:0020037	heme binding	6	1.91 × 10^−2^	3.88	Molecular function
GO:0018685	alkane 1-monooxygenase activity	2	2.74 × 10^−2^	71.61	Molecular function
GO:0051020	GTPase binding	3	3.51 × 10^−2^	10.07	Molecular function

**Figure 4:**
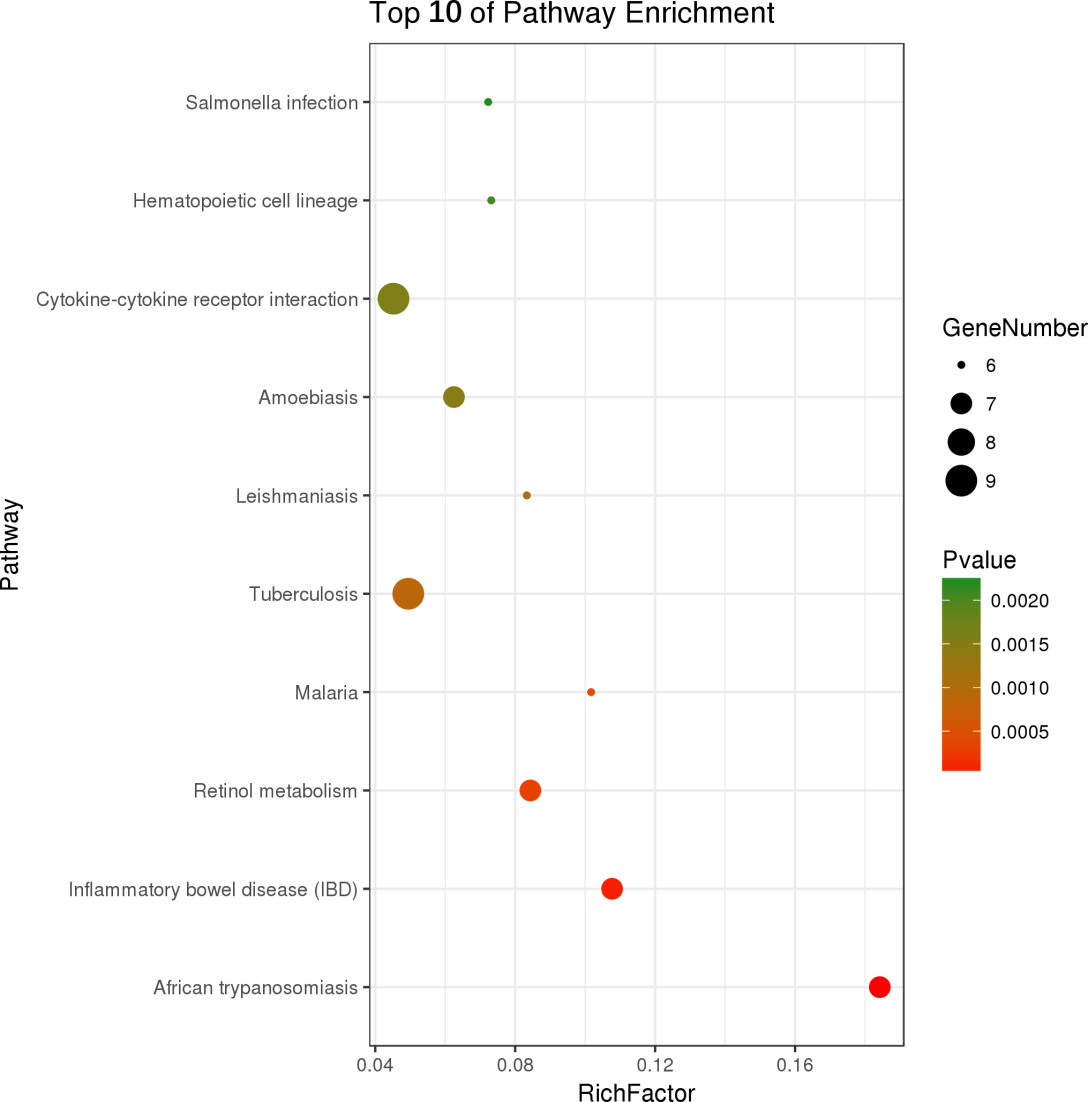
Top ten KEGG pathways enrichment point diagram in HFD-sitagliptin group compared with HFD group. The vertical axis represents the pathway name, the horizontal axis represents the Rich factor, the size of the dot indicates the number of genes expressed in the pathway, and the color of the dot corresponds to the different *p* value.

**Table 4:** The enriched KEGG pathway with differentially expressed genes in HFD-sitagliptin group vs HFD group (*p* < 0.005).

Pathway ID	Pathway term	Count	Fold enrichment	*p* value	Involved genes
rno05143	African trypanosomiasis	7	16.40	3.25 × 10^−6^	PRKCA, IL6, TNF, IL18, IFNG, IL1B, HBB
rno05321	Inflammatory bowel disease (IBD)	7	9.59	7.67 × 10^−5^	IL6, TNF, IL18, IFNG, IL1B, IL22, IL1A
rno00830	Retinol metabolism	7	7.51	2.99 × 10^−4^	CYP4A2, CYP4A1, DHRS4, LOC100362350, HSD17B6, CYP2C24, CYP2B12
rno05144	Malaria	6	9.05	4.68 × 10^−4^	IL6, TNF, IL18, IFNG, IL1B, HBB
rno05152	Tuberculosis	9	4.40	8.83 × 10^−4^	LSP1, CORO1A, IL6, TNF, IL18, IFNG, IL1B, IL1A, ITGAM
rno05140	Leishmaniasis	6	7.42	1.16 × 10^−3^	TNF, NCF1, IFNG, IL1B, IL1A, ITGAM
rno05146	Amoebiasis	7	5.56	1.46 × 10^−3^	PRKCA, IL6, TNF, SERPINB6, IFNG, IL1B, ITGAM
rno04060	Cytokine-cytokine receptor interaction	9	4.02	1.56 × 10^−3^	IL6, TNF, CCR6, IL18, IFNG, IL1B, IL22, IL1A, THPO
rno04640	Hematopoietic cell lineage	6	6.51	2.09 × 10^−3^	IL6, TNF, IL1B, IL1A, ITGAM, THPO
rno05132	Salmonella infection	6	6.43	2.20 × 10^−3^	IL6, IL18, IFNG, IL1B, IL1A, RHOG

**Figure 5:**
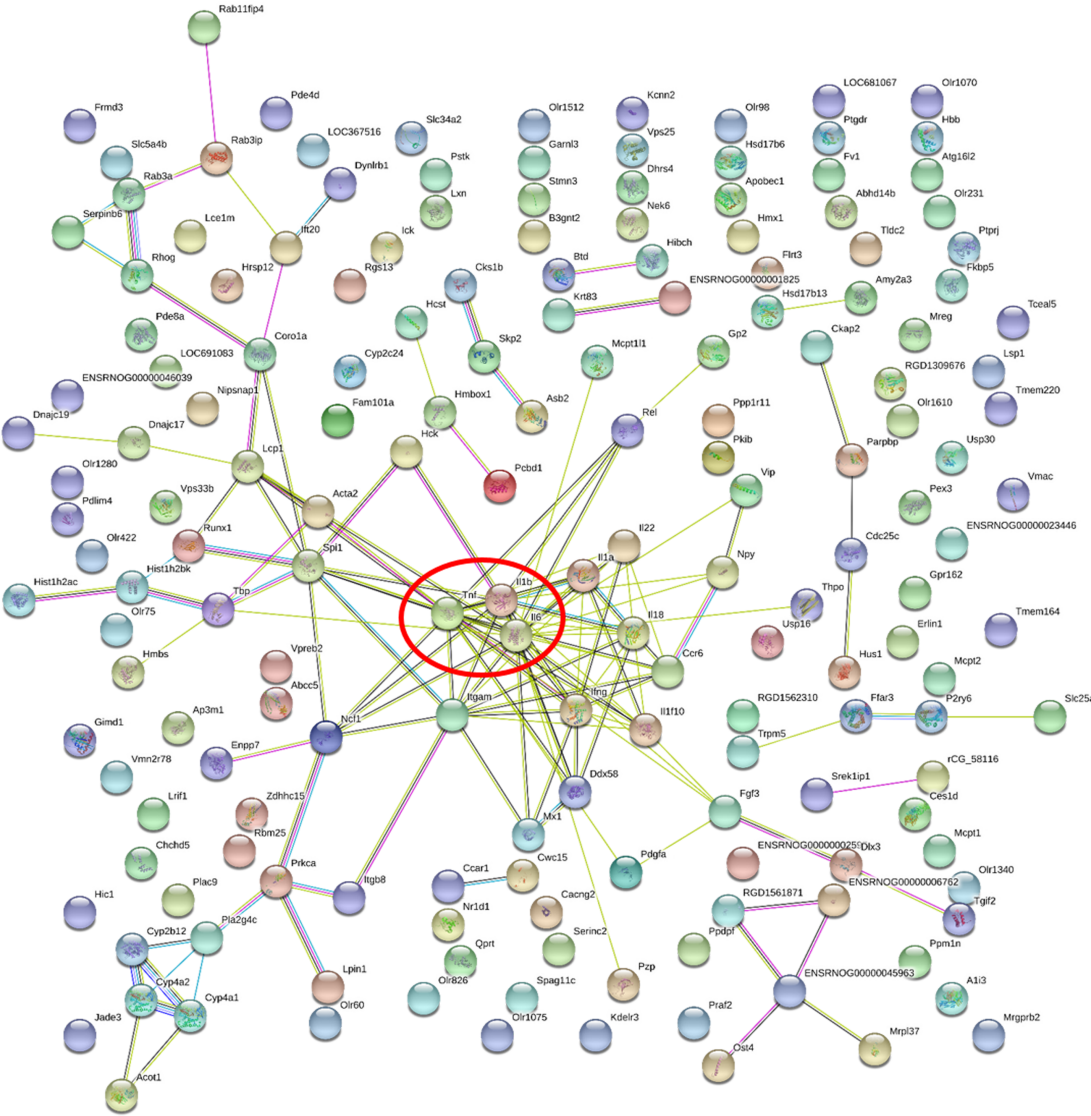
Gene-gene interaction network in HFD-sitagliptin group compared with HFD group. The nods stand for differentially expressed genes in HFD-sitagliptin group compared with HFD group. The lines stand for the interactions between two proteins.

**Table 5:** A list of genes with connective degree no less than ten in the STRING network.

Gene accession	Gene symbol	Gene name	Degree
NM_012589.2	*Il6*	interleukin 6	22
NM_012675.3	*Tnf*	tumor necrosis factor	17
NM_031512.2	*Il1b*	interleukin 1 beta	13
NM_012711.1	*Itgam*	integrin subunit alpha M	12
NM_138880.2	*Ifng*	interferon gamma 1	11
NM_019165.1	*Il18*	interleukin 18	10
NM_001005892.2	*Spi1*	Spi-1 proto-oncogene	10

### The effect of maternal sitagliptin intervention on gene expression in male offspring intestine from real-time PCR

To assess the reliability of the array hybridization results, three differentially expressed genes were quantified using real-time PCR. Gene array GO analysis showed that the inflammatory response was among the top biological processes. Moreover, cytokine-cytokine receptor interactions were among the top ten KEGG pathways. Proinflammatory markers *Il6*, *Il1b* and *Tnf* were in the center of the differentially expressed gene network. Thus, we selected these cytokines to validate the gene array results. *Il6*, *Il1b*, and *Tnf* expression levels were increased in the intestines of male offspring from HFD dams compared to those from ND and ND-sitagliptin dams (*p* < 0.01, Fig. 6). Interestingly, maternal sitagliptin intervention reduced *Il6*, *Il1b*, and *Tnf* expression levels in male offspring intestines form HFD dams (*p* < 0.01, Fig. 6).

**Figure 6:**
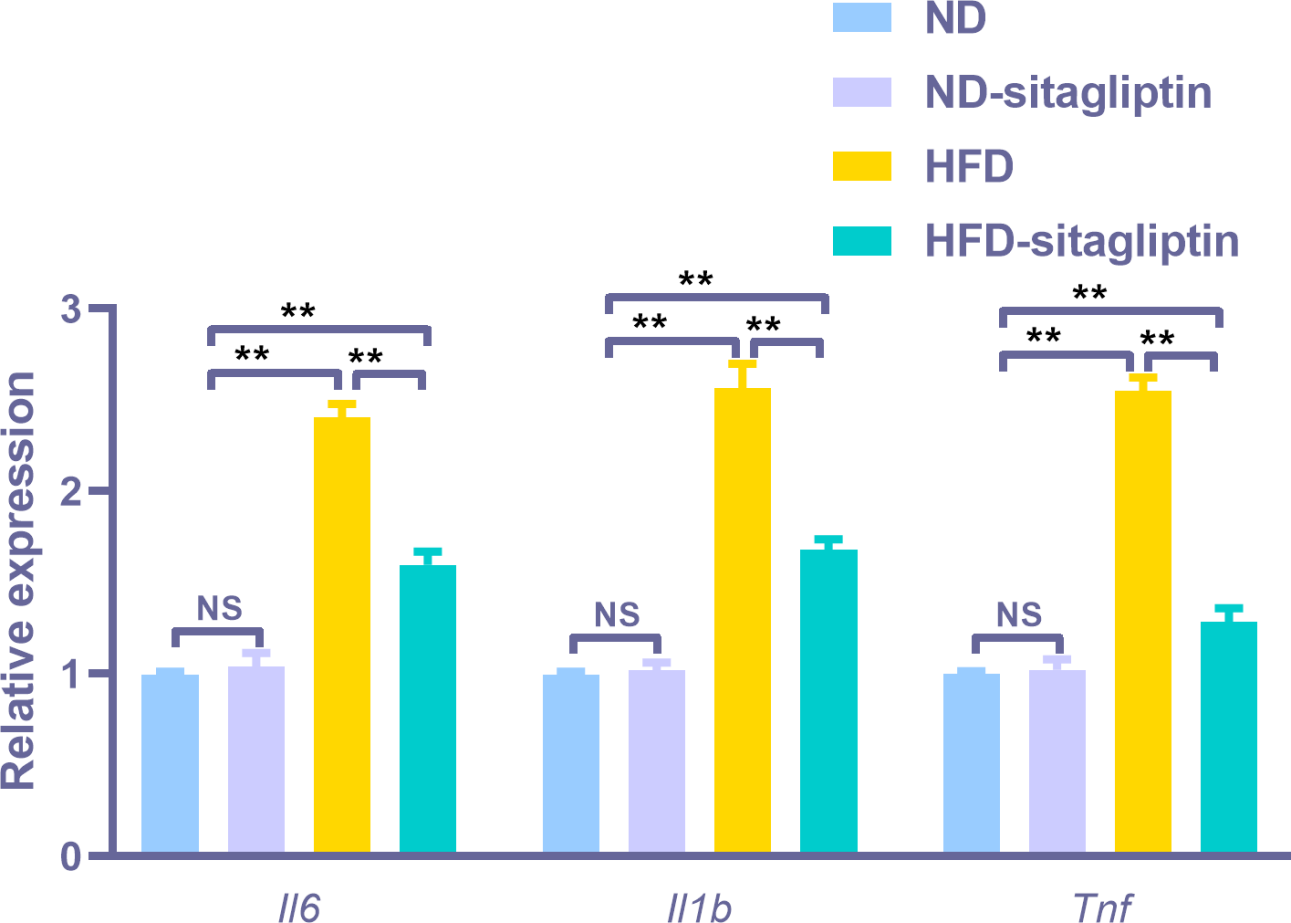
Confirmation of three representative differentially expressed genes (*Il6*, *Il1b*, *Tnf*) by qPCR. Values are mean ± S.D. (*n* = 8). ** *p* < 0.01, ^ns^ not significant. ND: normal diet; HFD: high fat diet.

### The effect of maternal sitagliptin intervention on proinflammatory markers IL-6 and TNF-α protein expression in male offspring intestines by immunohistochemical staining

Consistent with the findings by real-time PCR, IL-6 and TNF-α expression in male offspring intestines from HFD dams was increased, compared with those from ND and ND-sitagliptin dams (*p* < 0.01, Fig. 7). However, maternal sitagliptin intervention reduced the immunoreactivity of IL-6 and TNF-α in male offspring from HFD dams (*p* < 0.01, Fig. 7).

**Figure 7:**
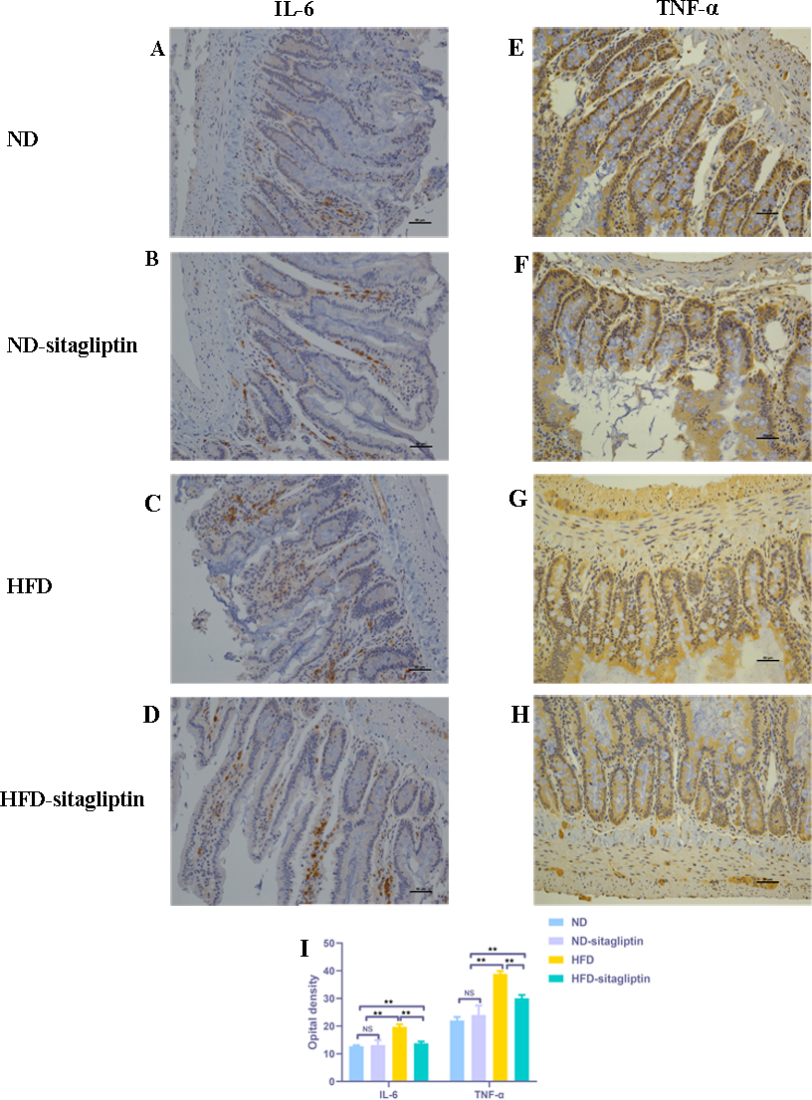
Effect of maternal sitagliptin on intestinal IL-6 and TNF-α expression in male offspring. (A–D) Immunostaining for IL-6 (200X) in ND, ND-sitagliptin, HFD, and HFD-sitagliptin group, (E–H) Immunostaining for TNF-α (200X) in ND, ND-sitagliptin, HFD, and HFD-sitagliptin group, (I) Optical density of IL-6 and TNF-α in intestine. Values are mean ± S.D. (*n* = 8). ** *p* < 0.01, ^ns^ not significant. ND: normal diet; HFD: high fat diet.

### The effect of maternal sitagliptin intervention on serum proinflammatory cytokines IL-6, TNF-α and anti-proinflammatory cytokine IL-10 in male offspring

Serum proinflammatory cytokines IL-6 and TNF-α increased significantly in male rat offspring from HFD dams (*p* < 0.01, Fig. 8), Maternal sitagliptin treatment reduced serum IL-6 and TNF-α levels in male offspring from HFD dams (*p* < 0.01, Fig. 8). However, there was no difference in serum anti-proinflammatory cytokine IL-10 levels among four groups (*p* > 0.05, Fig. 8).

**Figure 8:**
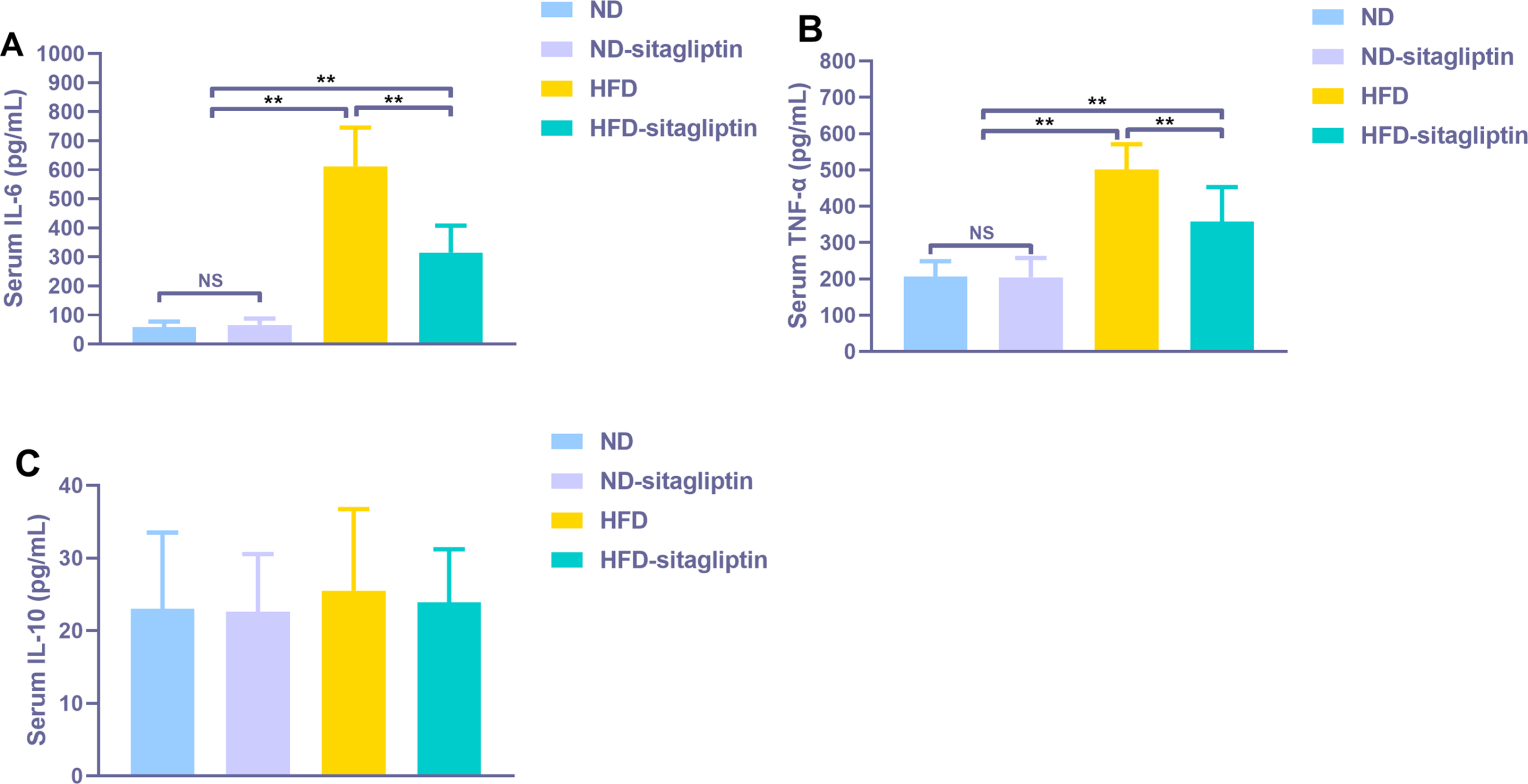
Effect of maternal sitagliptin on serum pro-inflammatory cytokines IL-6, TNF-α and anti-inflammotory cytokine IL-10 in male offspring. (A) Serum IL-6, (B) Serum TNF-α, (C) Serum IL-10. Values are mean ± S.D. (*n* = 8). **p < 0.01, ^ns^not significant. ND: normal diet; HFD: high fat diet.

## Discussion

Our results showed that sitagliptin had no significant effect on body weight and glucose metabolism of mother rats with normal diet and their pups. HFD increased energy intake and body weight gain during pregnancy, whereas sitagliptin intervention significantly reduced energy intake and body weight gain during pregnancy. A previous study also provided evidence that preconception sitagliptin treatment reduced body weight gain during pregnancy in a HFD-induced obese rodent model (Dennison, Eslinger & Reimer, 2017). In addition, we found that sitagliptin intervention improved maternal glucose homeostasis. One pilot study evaluated sitagliptin-metformin combined therapy in glucose-impaired women with a history of gestational diabetes mellitus (GDM) (Elkind-Hirsch et al., 2018). Sitagliptin-metformin is superior to metformin alone in improving glycemia in this prediabetic gestational female population (Elkind-Hirsch et al., 2018). Another clinical trial administered sitagliptin to Chinese GDM patients in their 2nd trimester (Sun et al., 2017). Sixteen weeks of sitagliptin administration significantly lowered fasting plasma glucose levels (Sun et al., 2017).

In addition, our findings revealed that a maternal HFD increased male and female offspring body weight at weaning. Consistent with our findings, other researchers also found that maternal high-fat diet exposure did not change birth weight but increased weaning weight in both female and male offspring (Ribaroff et al., 2017). However, our result showed that only male offspring from HFD dams had higher fasting blood glucose, glucose intolerance and insulin resistance. Previous paper also indicated the impact of offspring sex on blood glucose and insulin level is conflicting (Aldhous et al., 2015; Zheng et al., 2016). The potential mechanism lies in different responses to maternal diet, such as hormone release (Aiken & Ozanne, 2013). Next, we evaluated the effect of maternal sitagliptin intervention on offspring glucose metabolism. We found that maternal sitagliptin intervention attenuated glucose metabolism and insulin resistance in male offspring at weaning. However, intervening before pregnancy with sitagliptin did not have a significant effect on glucose metabolism (Dennison, Eslinger & Reimer, 2017). These different results may be due to differences in sitagliptin treatment time and duration.

Increasing evidence has revealed that maternal diet significantly affects infant microbiota composition (Nash, Frank & Friedman, 2017). A maternal HFD reduced the relative composition of *Campylobacter*, *Helicobacter*, and *Bacteroidetes* (Ma et al., 2014) and increased *Lachnospiraceae* and *Clostridiales* (Myles et al., 2013) in offspring. Importantly, changing to a control diet cannot completely reverse the key bacterial composition in pups (Ma et al., 2014). Bacterial composition disorders may affect biological processes in the gut. Currently, the gut is considered an important organ for whole body immune/metabolic health. Our results are the first to evaluate the effects of maternal sitagliptin intervention on offspring intestines. We observed that maternal sitagliptin intervention increased the expression of 119 genes and reduced the expression of 82 genes in male offspring intestine. Abundant studies have revealed that exposure to a high-fat diet causes significant alterations in intestinal gene expression (De Wit et al., 2011; Desmarchelier et al., 2012; Steegenga et al., 2012; Tremblay et al., 2013; Steegenga et al., 2017) found that maternal exposure to a Western-style (WS) diet during the perinatal period altered intestinal gene expression. These differentially expressed genes play an important role in intestinal development and functioning.

Interestingly, our findings show that maternal sitagliptin intervention mainly affected the inflammatory response biological process and cytokine-cytokine receptor interaction pathway. 

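Of 42 lists of pathways, cell types and gut regions, 12 were over-represented among the genes past the study's threshold at an adjusted p under 0.05 (one-sided Fisher's exact test), and the cytokine list had the lowest adjusted p. The interleukin 1 family and retinol metabolism lists followed, and the others were enterocytes (0.00342), macrophages (0.00342), tuft cells (0.00342), PPAR-alpha targets (0.0172), xenobiotic metabolism (0.0172), liver genes (0.0286), Peyer's patch epithelium (0.0392), exocrine pancreas (0.0404) and enteric neurons (0.0417). The tables of the study were known when the lists were written, and 8 of 10 cytokine genes, 4 of 6 retinol genes and 3 of 5 macrophage genes past the threshold come from Tables 4 and 5. Without the genes of these tables, an alternative chosen after the data were seen, 2 lists were over-represented, enterocytes and tuft cells (adjusted p = 0.00825 for both). The genes left out were all past the threshold, and none of them is in these 2 lists. Lists that hold such genes could only lose by this, so it does not set enterocytes and tuft cells above cytokines. By camera, which tests whether a list moves one way as a group, 14 lists had an adjusted p under 0.05, and the cytokine list was not among them. The mean level of the cytokine list lay below the 95th percentile of the olfactory receptor genes on each array, which limits this. Lists shifted up were those of macrophages, tuft cells, T and NK cells, mast cells, smooth muscle and stroma, and liver genes, with medians from 0.21 to 0.41. Of the lists shifted down, those of the gut were enterocytes, adult-type enterocyte genes (-1.51), ileum genes (-1.03), stem and cycling cells (-0.29), bile acid and cholesterol genes (-0.28) and PPAR-alpha targets; olfactory (-0.080) and vomeronasal and taste receptor genes (-0.12) were in this direction too. With an estimated correlation between genes, no list had an adjusted p under 0.05 (lowest 0.62), and the tuft cell list alone among the 14 had an unadjusted p under 0.05 (p = 0.0148). Without HFD-sitagliptin replicate 1, 9 lists passed by camera, 7 of the 14 and also the interferon response list (adjusted p = 0.0175, against 0.974 with all arrays) and the B cell list (0.0139). The medians were then 0.13 for interferon response, -0.23 for ileum, -0.089 for smooth muscle, -0.15 for stem and cycling cell, -0.19 for bile acid, -0.040 for olfactory and -0.067 for vomeronasal and taste receptor genes. Over all 6 fits with 1 array left out, medians ran from -0.40 to -0.074 for stem and cycling cell and from -0.41 to -0.024 for bile acid genes. Those of vomeronasal and taste receptor genes ran from -0.17 to -0.018. The macrophage, tuft cell and both enterocyte lists passed in all 6 fits with 1 array left out. The ileum list was not past the adjusted threshold without HFD-sitagliptin replicate 1 or 3 or HFD replicate 2 or 3 (adjusted p up to 0.426). The smooth muscle list was not past it without HFD-sitagliptin replicate 1 or HFD replicate 2 or 3 (adjusted p up to 0.153), and the bile acid list without HFD-sitagliptin replicate 1 or HFD replicate 1 (adjusted p up to 0.401). For the olfactory list this was so without HFD-sitagliptin replicate 1 or 3 or HFD replicate 2 (adjusted p up to 0.82) and for the vomeronasal and taste list without HFD-sitagliptin replicate 1 or HFD replicate 2 (adjusted p up to 0.603). For liver genes it was so without HFD-sitagliptin replicate 2 or HFD replicate 1 (adjusted p up to 0.25), for stem and cycling cells without HFD replicate 1 (adjusted p up to 0.143). Losses of the T and NK cell, mast cell and PPAR-alpha lists numbered 3, 4 and 3 of the 6 fits. With quantile normalization the T and NK cell (0.0988), mast cell (0.0664), olfactory (0.248) and vomeronasal and taste lists (0.221) were not past it. With median centring the bile acid (0.0595) and ileum lists (0.082) were not. With the replicate number as a block, 16 lists passed, the B cell list (adjusted p = 0.0407, against 0.0794 without the block) and the proximal small intestine list (0.0112, against 0.0603) among them. In that fit no list passed with an estimated correlation (adjusted p = 0.685 for both).

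**Figure D3:**
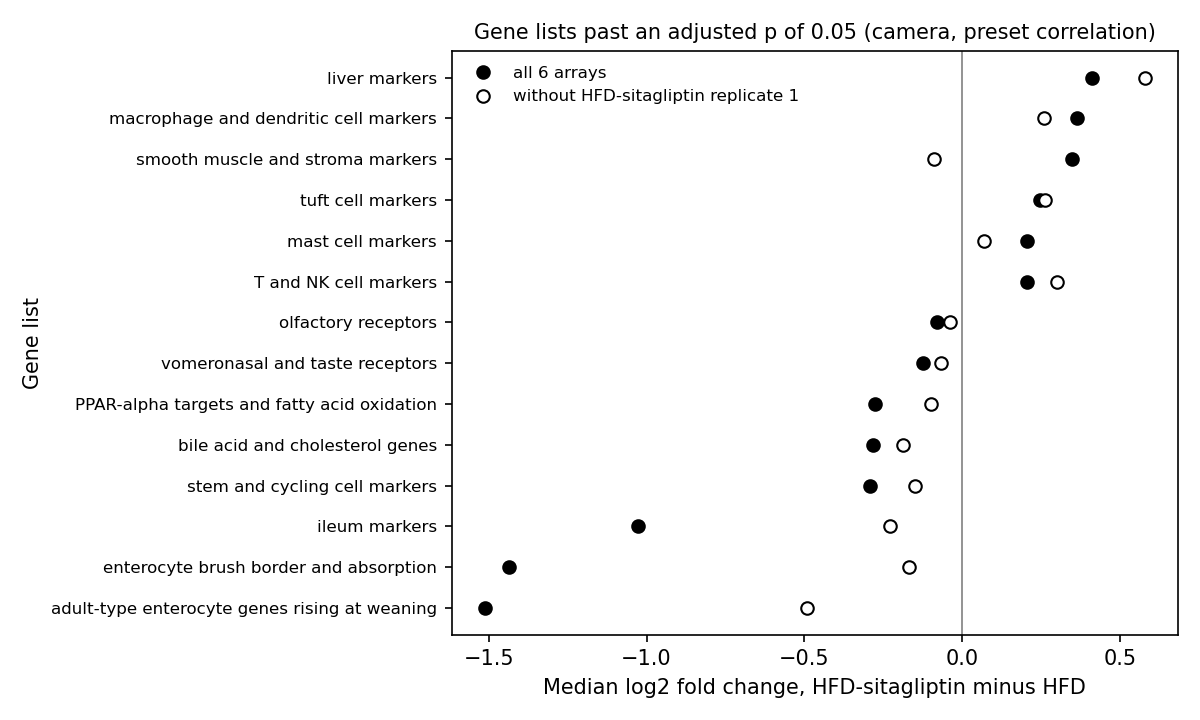
Median log2 fold change, HFD-sitagliptin minus HFD (horizontal axis), of the 14 gene lists with a camera adjusted p under 0.05, with all 6 arrays (filled) and without HFD-sitagliptin replicate 1 (open). The median of the adult-type enterocyte list is -1.51 with all arrays and -0.49 without that array.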

We observed dysregulated *Il6*, *Il1b* and *Tnf* gene expression in the intestines of male offspring in the HFD group at weaning, and remarkably, intestines of male offspring in the HFD-sitagliptin group exhibited reduced *Il6*, *Il1b*, and *Tnf* gene expression. Correspondingly, immunohistochemistry results also showed that maternal sitagliptin intervention reversed increased IL-6 and TNF-α levels in male offspring intestines affected by a maternal HFD. More interesingly, maternal sitagliptin intervention reduced serum IL-6 and TNF-α in male rat offspring. However, maternal sitagliptin did not affect offspring serum IL-10 levels. T2DM has been considered a disease condition with a low-grade inflammation state (Wellen & Hotamisligil, 2005). Glucose metabolism and food intake content are related to inflammatory status (Greco et al., 2014; Silveira et al., 2018), such as hypoglycemia and high fat diet (Arya et al., 2010). Proinflammatory pattern of upregulated IL-6 was observed in adipose tissue from GDM women (Lorenzo-Almoros et al., 2019; Wolf et al., 2004). In an animal model, a maternal high-fat diet not only induces cytokines in maternal serum and placenta involving IL-1β, TNF-α and MCP-1 (Ashino et al., 2012; Frias et al., 2011) but also enhances the level of TNF-α in adipocytes (Murabayashi et al., 2013) and increases IL-6 and TNF-α levels in the liver (Bruce et al., 2009; Oben et al., 2010). Adipose derived cytokines such as IL-6 and TNF-α elevated in obese adolescents and children (Syrenicz et al., 2006). The accumulation of activated macrophages within adipose tissue enlarged adipocytes of obese animals and humans (Weisberg et al., 2003; Xu et al., 2003). IL-6 and TNF-α may interact with each other. TNF-α functions at adipose perhaps stimulate the secretion of IL-6 (Kern et al., 2001). We found the reduced body weight in sitagliptin treated mother rats and their offspring. Thus, sitagliptin may inhibit low-grade chronic inflammation through reducing adipose tissue mass. In addition to the liver and adipose tissue (Hotamisligil, 2006), the gut may show dysbiosis and a certain degree of inflammation involved with gut barrier function disorder and hyperpermeability (Slyepchenko et al., 2016). For instance, gut-derived inflammation is involved with intestinal lipopolysaccharide (LPS) hyperpermeability (Lucas & Maes, 2013). Some evidence shows that a HFD increases proinflammatory cytokine expression in the intestine (Ding et al., 2010; Kim et al., 2012). Maternal HFD increased offspring serum IL-6 and TNF-α levels, even switch to normal diet after weaning in offspring (Kačarević et al., 2017; Peric Kacarevic et al., 2016). This indicates that inflammatory response was provoked in offspring by prenatal HFD. And HFD also elevated the concentration of LPS which can induce insulin resistance (Cani et al., 2007). Antibiotic treatment can lower inflammatory markers, decrease glucose intolerance and caecal LPS levels in obese mice (Cani et al., 2008). Moreover, HFD-induced inflammatory markers are directly transferred to the offspring via dam circulation or alter the quality and quantity of milk production during lactation (Bautista et al., 2016; Saben et al., 2014). Therefore, maternal sitagliptin intervention may inhibit proinflammatory cytokines IL-6 and TNF-α expression in the intestine to moderate intestinal permeability to LPS, leading to attenuate glucose dysmetabolism in offspring.

There is still some limitations of this study need to be stated. Nutrient composition of milk in dams during lactation may also play a role in offspring health. The milk of obese rats contained more energy than that from lean rats (Rolls et al., 1986). The effect of maternal HFD during lactation on milk composition is conflicting, because of different milk collection time-point. Butruille et al. reported that maternal HFD during lactation had no effect on rat global breast milk composition (Butruille et al., 2019). However, others found that milk from HFD dams had higher fat content at postnatal day (PND) 10 and 21(Purcell et al., 2011). And pups from HFD dams consumed more than pups from normal control diet dams (Purcell et al., 2011). For technical limitation, we did not test breast milk composition, consumption and neonatal rat blood glucose. Thus, we cannot eliminate the effect of maternal sitaglition on breast milk composition and consumption.

## Conclusions

In conclusion, we demonstrated that maternal sitagliptin intervention provides protection to offspring glucose metabolism and that improvement of intestinal proinflammatory cytokines IL-6 and TNF-α expression may be involved in the mechanism. The intestinal proinflammatory cytokines IL-6 and TNF-α pathway may be a novel target for reversing offspring glucose abnormalities affected by *in utero* overnutrition.

##  Supplemental Information

10.7717/peerj.10310/supp-1 Supplemental Information 1 Raw Data

10.7717/peerj.10310/supp-2 Supplemental Information 2 MIAME checklist

## Abbreviations

AUC: area under the curve
AIN: America Institute of Nutrition
DAVID: Database for Annotation, Visualization, and integrated Discovery
DPP: dipeptidyl peptidase
FDA: Food and Drug Administration
GLP: glucagon-like peptide
GO: Gene Ontology
HDF: high-fat diet
HOMA-IR: homeostasis model assessment of insulin resistance
IL-6: interleukin-6
IR: insulin resistance
KEGG: Kyoto Encyclopedia of Genes and Genomes
ND: normal diet
OGTT: oral glucose tolerance test
SD: Sprague-Dawley
T2DM: type 2 diabetes
Tnf-α: tumor necrosis factor alpha

## Additional Information and Declarations

### Microarray Data Deposition

The following information was supplied regarding the deposition of microarray data: The data is available at NCBI Gene Expression Omnibus (GEO): GSE134070.

### Data Availability

The following information was supplied regarding data availability: The raw measurements are available in the Supplemental File.

## References

[ref-1] Aiken CE, Ozanne SE (2013). Sex differences in developmental programming models. Reproduction.

[ref-2] Aldhous MC, Reynolds RM, Campbell A, Linksted P, Lindsay RS, Smith BH, Seckl JR, Porteous DJ, Norman JE (2015). Sex-differences in the metabolic health of offspring of parents with diabetes: a record-linkage study. PLOS ONE.

[ref-3] Arya F, Egger S, Colquhoun D, Sullivan D, Pal S, Egger G (2010). Differences in postprandial inflammatory responses to a ‘modern’ v. traditional meat meal: a preliminary study. British Journal of Nutrition.

[ref-4] Ashino NG, Saito KN, Souza FD, Nakutz FS, Roman EA, Velloso LA, Torsoni AS, Torsoni MA (2012). Maternal high-fat feeding through pregnancy and lactation predisposes mouse offspring to molecular insulin resistance and fatty liver. Journal of Nutritional Biochemistry.

[ref-5] Bautista CJ, Montano S, Ramirez V, Morales A, Nathanielsz PW, Bobadilla NA, Zambrano E (2016). Changes in milk composition in obese rats consuming a high-fat diet. British Journal of Nutrition.

[ref-6] Bergman A, Ebel D, Liu F, Stone J, Wang A, Zeng W, Chen L, Dilzer S, Lasseter K, Herman G, Wagner J, Krishna R (2007). Absolute bioavailability of sitagliptin, an oral dipeptidyl peptidase-4 inhibitor, in healthy volunteers. Biopharmaceutics and Drug Disposition.

[ref-7] Bianco-Miotto T, Craig JM, Gasser YP, Van Dijk SJ, Ozanne SE (2017). Epigenetics and DOHaD: from basics to birth and beyond. Journal of Developmental Origins of Health and Disease.

[ref-8] Boucher BJ, Leung PS (2015). Maternal high-fat-diet programs rat offspring liver fatty acid metabolism: might reduced vitamin D availability due to increases in maternal body fat contribute to this effect?. Lipids.

[ref-9] Bruce KD, Cagampang FR, Argenton M, Zhang J, Ethirajan PL, Burdge GC, Bateman AC, Clough GF, Poston L, Hanson MA, McConnell JM, Byrne CD (2009). Maternal high-fat feeding primes steatohepatitis in adult mice offspring, involving mitochondrial dysfunction and altered lipogenesis gene expression. Hepatology.

[ref-10] Butruille L, Marousez L, Pourpe C, Oger F, Lecoutre S, Catheline D, Görs S, Metges CC, Guinez C, Laborie C, Deruelle P, Eeckhoute J, Breton C, Legrand P, Lesage J, Eberlé D (2019). Maternal high-fat diet during suckling programs visceral adiposity and epigenetic regulation of adipose tissue stearoyl-CoA desaturase-1 in offspring. International Journal of Obesity.

[ref-11] Cani PD, Bibiloni R, Knauf C, Waget A, Neyrinck AM, Delzenne NM, Burcelin R (2008). Changes in gut microbiota control metabolic endotoxemia-induced inflammation in high-fat diet-induced obesity and diabetes in mice. Diabetes.

[ref-12] Cani PD, Neyrinck AM, Fava F, Knauf C, Burcelin RG, Tuohy KM, Gibson GR, Delzenne NM (2007). Selective increases of bifidobacteria in gut microflora improve high-fat-diet-induced diabetes in mice through a mechanism associated with endotoxaemia. Diabetologia.

[ref-13] De Wit NJ, Boekschoten MV, Bachmair EM, Hooiveld GJ, De Groot PJ, Rubio-Aliaga I, Daniel H, Muller M (2011). Dose-dependent effects of dietary fat on development of obesity in relation to intestinal differential gene expression in C57BL/6J mice. PLOS ONE.

[ref-14] Deacon CF, Holst JJ (2013). Dipeptidyl peptidase-4 inhibitors for the treatment of type 2 diabetes: comparison, efficacy and safety. Expert Opinion on Pharmacotherapy.

[ref-15] Dennison CA, Eslinger AJ, Reimer RA (2017). Preconception prebiotic and sitagliptin treatment in obese rats affects pregnancy outcomes and offspring microbiota, adiposity, and glycemia. Frontiers in Endocrinology.

[ref-16] Desmarchelier C, Dahlhoff C, Keller S, Sailer M, Jahreis G, Daniel H (2012). C57Bl/6 N mice on a western diet display reduced intestinal and hepatic cholesterol levels despite a plasma hypercholesterolemia. BMC Genomics.

[ref-17] Ding S, Chi MM, Scull BP, Rigby R, Schwerbrock NM, Magness S, Jobin C, Lund PK (2010). High-fat diet: bacteria interactions promote intestinal inflammation which precedes and correlates with obesity and insulin resistance in mouse. PLOS ONE.

[ref-18] Elkind-Hirsch KE, Paterson MS, Shaler D, Gutowski HC (2018). Short-term sitagliptin-metformin therapy is more effective than metformin or placebo in prior gestational diabetic women with impaired glucose regulation. Endocrine Practice.

[ref-19] Eriksson JG, Sandboge S, Salonen MK, Kajantie E, Osmond C (2014). Long-term consequences of maternal overweight in pregnancy on offspring later health: findings from the Helsinki Birth Cohort Study. Annals of Medicine.

[ref-20] Frias AE, Morgan TK, Evans AE, Rasanen J, Oh KY, Thornburg KL, Grove KL (2011). Maternal high-fat diet disturbs uteroplacental hemodynamics and increases the frequency of stillbirth in a nonhuman primate model of excess nutrition. Endocrinology.

[ref-21] Gallwitz B (2007). Sitagliptin: profile of a novel DPP-4 inhibitor for the treatment of type 2 diabetes. Drugs Today.

[ref-22] Greco M, Chiefari E, Montalcini T, Accattato F, Costanzo FS, Pujia A, Foti D, Brunetti A, Gulletta E (2014). Early effects of a hypocaloric, Mediterranean diet on laboratory parameters in obese individuals. Mediators of Inflammation.

[ref-23] Hotamisligil GS (2006). Inflammation and metabolic disorders. Nature.

[ref-25] Jornayvaz FR, Vollenweider P, Bochud M, Mooser V, Waeber G, Marques-Vidal P (2016). Low birth weight leads to obesity, diabetes and increased leptin levels in adults: the CoLaus study. Cardiovascular Diabetology.

[ref-26] Kačarević ŽP, Grgić A, Šnajder D, Bijelić N, Belovari T, Cvijanović O, Blažičević V, Radić R (2017). Different combinations of maternal and postnatal diet are reflected in changes of hepatic parenchyma and hepatic TNF-alpha expression in male rat offspring. Acta Histochemica.

[ref-27] Kern PA, Ranganathan S, Li C, Wood L, Ranganathan G (2001). Adipose tissue tumor necrosis factor and interleukin-6 expression in human obesity and insulin resistance. American Journal of Physiology, Endocrinology and Metabolism.

[ref-28] Kieffer TJ, McIntosh CH, Pederson RA (1995). Degradation of glucose-dependent insulinotropic polypeptide and truncated glucagon-like peptide 1 in vitro and in vivo by dipeptidyl peptidase IV. Endocrinology.

[ref-29] Kim KA, Gu W, Lee IA, Joh EH, Kim DH (2012). High fat diet-induced gut microbiota exacerbates inflammation and obesity in mice via the TLR4 signaling pathway. PLOS ONE.

[ref-30] Kleinert M, Clemmensen C, Hofmann SM, Moore MC, Renner S, Woods SC, Huypens P, Beckers J, De Angelis MH, Schürmann A, Bakhti M, Klingenspor M, Heiman M, Cherrington AD, Ristow M, Lickert H, Wolf E, Havel PJ, Müller TD, Tschöp MH (2018). Animal models of obesity and diabetes mellitus. Nature Reviews Endocrinology.

[ref-31] Lorenzo-Almoros A, Hang T, Peiro C, Soriano-Guillen L, Egido J, Tunon J, Lorenzo O (2019). Predictive and diagnostic biomarkers for gestational diabetes and its associated metabolic and cardiovascular diseases. Cardiovasc Diabetol.

[ref-32] Lovshin JA, Drucker DJ (2009). Incretin-based therapies for type 2 diabetes mellitus. Nature Reviews Endocrinology.

[ref-33] Lucas K, Maes M (2013). Role of the toll like receptor (TLR) radical cycle in chronic inflammation: possible treatments targeting the TLR4 pathway. Molecular Neurobiology.

[ref-34] Ma J, Prince AL, Bader D, Hu M, Ganu R, Baquero K, Blundell P, Alan Harris R, Frias AE, Grove KL, Aagaard KM (2014). High-fat maternal diet during pregnancy persistently alters the offspring microbiome in a primate model. Nature Communications.

[ref-35] Mega C, De Lemos ET, Vala H, Fernandes R, Oliveira J, Mascarenhas-Melo F, Teixeira F, Reis F (2011). Diabetic nephropathy amelioration by a low-dose sitagliptin in an animal model of type 2 diabetes (Zucker diabetic fatty rat). Experimental Diabetes Research.

[ref-36] Murabayashi N, Sugiyama T, Zhang L, Kamimoto Y, Umekawa T, Ma N, Sagawa N (2013). Maternal high-fat diets cause insulin resistance through inflammatory changes in fetal adipose tissue. European Journal of Obstetrics & Gynecology and Reproductive Biology.

[ref-37] Myles IA, Fontecilla NM, Janelsins BM, Vithayathil PJ, Segre JA, Datta SK (2013). Parental dietary fat intake alters offspring microbiome and immunity. Journal of Immunology.

[ref-38] Nair AB, Jacob S (2016). A simple practice guide for dose conversion between animals and human. Journal of Basic and Clinical Pharmacy.

[ref-39] Nash MJ, Frank DN, Friedman JE (2017). Early Microbes modify immune system development and metabolic homeostasis—the restaurant hypothesis revisited. Frontiers in Endocrinology.

[ref-40] Oben JA, Mouralidarane A, Samuelsson AM, Matthews PJ, Morgan ML, McKee C, Soeda J, Fernandez-Twinn DS, Martin-Gronert MS, Ozanne SE, Sigala B, Novelli M, Poston L, Taylor PD (2010). Maternal obesity during pregnancy and lactation programs the development of offspring non-alcoholic fatty liver disease in mice. Journal of Hepatology.

[ref-41] Ohta T, Toriniwa Y, Ryumon N, Inaba N, Hirao T, Yamanaka S, Maeno T, Sakakibara W, Sumikawa M, Chiba K, Nakamura A, Miyajima K, Fatchiyah F, Yamada T (2017). Maternal high-fat diet promotes onset of diabetes in rat offspring. Journal of Animal Science.

[ref-42] Peric Kacarevic Z, Snajder D, Maric A, Bijelic N, Cvijanovic O, Domitrovic R, Radic R (2016). High-fat diet induced changes in lumbar vertebra of the male rat offsprings. Acta Histochemica.

[ref-43] Pratley RE, Salsali A (2007). Inhibition of DPP-4: a new therapeutic approach for the treatment of type 2 diabetes. Current Medical Research and Opinion.

[ref-44] Purcell RH, Sun B, Pass LL, Power ML, Moran TH, Tamashiro KL (2011). Maternal stress and high-fat diet effect on maternal behavior, milk composition, and pup ingestive behavior. Physiology and Behavior.

[ref-45] Reimann F, Habib AM, Tolhurst G, Parker HE, Rogers GJ, Gribble FM (2008). Glucose sensing in L cells: a primary cell study. Cell Metabolism.

[ref-46] Ribaroff GA, Wastnedge E, Drake AJ, Sharpe RM, Chambers TJG (2017). Animal models of maternal high fat diet exposure and effects on metabolism in offspring: a meta-regression analysis. Obesity Reviews.

[ref-47] Rolls BA, Gurr MI, Van Duijvenvoorde PM, Rolls BJ, Rowe EA (1986). Lactation in lean and obese rats: effect of cafeteria feeding and of dietary obesity on milk composition. Physiology and Behavior.

[ref-48] Saben JL, Bales ES, Jackman MR, Orlicky D, MacLean PS, McManaman JL (2014). Maternal obesity reduces milk lipid production in lactating mice by inhibiting acetyl-CoA carboxylase and impairing fatty acid synthesis. PLOS ONE.

[ref-49] Samaha MM, Said E, Salem HA (2019). A comparative study of the role of crocin and sitagliptin in attenuation of STZ-induced diabetes mellitus and the associated inflammatory and apoptotic changes in pancreatic beta-islets. Environmental Toxicology and Pharmacology.

[ref-50] Silveira BKS, Oliveira TMS, Andrade PA, Hermsdorff HHM, Rosa COB, Franceschini S (2018). Dietary pattern and macronutrients profile on the variation of inflammatory biomarkers: scientific update. Cardiology Research and Practice.

[ref-51] Slyepchenko A, Maes M, Machado-Vieira R, Anderson G, Solmi M, Sanz Y, Berk M, Kohler CA, Carvalho AF (2016). Intestinal dysbiosis, gut hyperpermeability and bacterial translocation: missing links between depression, obesity and type 2 diabetes. Current Pharmaceutical Design.

[ref-52] Steegenga WT, De Wit NJ, Boekschoten MV, Ijssennagger N, Lute C, Keshtkar S, Bromhaar MM, Kampman E, De Groot LC, Muller M (2012). Structural, functional and molecular analysis of the effects of aging in the small intestine and colon of C57BL/6J mice. BMC Medical Genomics.

[ref-53] Steegenga WT, Mischke M, Lute C, Boekschoten MV, Lendvai A, Pruis MG, Verkade HJ, Van de Heijning BJ, Boekhorst J, Timmerman HM, Plosch T, Muller M, Hooiveld GJ (2017). Maternal exposure to a Western-style diet causes differences in intestinal microbiota composition and gene expression of suckling mouse pups. Molecular Nutrition & Food Research.

[ref-54] Sun X, Zhang Z, Ning H, Sun H, Ji X (2017). Sitagliptin down-regulates retinol-binding protein 4 and reduces insulin resistance in gestational diabetes mellitus: a randomized and double-blind trial. Metabolic Brain Disease.

[ref-55] Syrenicz A, Garanty-Bogacka B, Syrenicz M, Gebala A, Walczak M (2006). Low-grade systemic inflammation and the risk of type 2 diabetes in obese children and adolescents. Neuroendocrinology Letters.

[ref-56] Tremblay AJ, Lamarche B, Guay V, Charest A, Lemelin V, Couture P (2013). Short-term, high-fat diet increases the expression of key intestinal genes involved in lipoprotein metabolism in healthy men. American Journal of Clinical Nutrition.

[ref-57] Virally M, Blickle JF, Girard J, Halimi S, Simon D, Guillausseau PJ (2007). Type 2 diabetes mellitus: epidemiology, pathophysiology, unmet needs and therapeutical perspectives. Diabete et Metabolisme.

[ref-58] Weisberg SP, McCann D, Desai M, Rosenbaum M, Leibel RL, Ferrante Jr AW (2003). Obesity is associated with macrophage accumulation in adipose tissue. Journal of Clinical Investigation.

[ref-59] Wellen KE, Hotamisligil GS (2005). Inflammation, stress, and diabetes. Journal of Clinical Investigation.

[ref-60] Williams R, Karuranga S, Malanda B, Saeedi P, Basit A, Besancon S, Bommer C, Esteghamati A, Ogurtsova K, Zhang P, Collagiuri S (2020). Global and regional estimates and projections of diabetes-related health expenditure: results from the International Diabetes Federation Diabetes Atlas, 9(th) edition. Diabetes Research and Clinical Practice.

[ref-61] Wojcicka G, Zareba M, Warpas A, Jamroz-Wisniewska A, Rusek M, Czechowska G, Beltowski J (2019). The effect of exenatide (a GLP-1 analog) and sitagliptin (a DPP-4 inhibitor) on plasma platelet-activating factor acetylhydrolase (PAF-AH) activity and concentration in normal and fructose-fed rats. European Journal of Pharmacology.

[ref-62] Wolf M, Sauk J, Shah A, Vossen Smirnakis K, Jimenez-Kimble R, Ecker JL, Thadhani R (2004). Inflammation and glucose intolerance: a prospective study of gestational diabetes mellitus. Diabetes Care.

[ref-63] Xu H, Barnes GT, Yang Q, Tan G, Yang D, Chou CJ, Sole J, Nichols A, Ross JS, Tartaglia LA, Chen H (2003). Chronic inflammation in fat plays a crucial role in the development of obesity-related insulin resistance. Journal of Clinical Investigation.

[ref-64] Yokomizo H, Inoguchi T, Sonoda N, Sakaki Y, Maeda Y, Inoue T, Hirata E, Takei R, Ikeda N, Fujii M, Fukuda K, Sasaki H, Takayanagi R (2014). Maternal high-fat diet induces insulin resistance and deterioration of pancreatic beta-cell function in adult offspring with sex differences in mice. American Journal of Physiology, Endocrinology and Metabolism.

[ref-65] Zhang Q, Sun X, Xiao X, Zheng J, Li M, Yu M, Ping F, Wang Z, Qi C, Wang T, Wang X (2018). Maternal chromium restriction induces insulin resistance in adult mice offspring through miRNA. International Journal of Molecular Medicine.

[ref-66] Zheng J, Xiao X, Zhang Q, Yu M, Xu J, Wang Z (2014). Maternal high-fat diet modulates hepatic glucose, lipid homeostasis and gene expression in the PPAR pathway in the early life of offspring. International Journal of Molecular Sciences.

[ref-67] Zheng J, Zhang Q, Mul JD, Yu M, Xu J, Qi C, Wang T, Xiao X (2016). Maternal high-calorie diet is associated with altered hepatic microRNA expression and impaired metabolic health in offspring at weaning age. Endocrine.

[ref-68] Zhou X, Wang W, Wang C, Zheng C, Xu X, Ni X, Hu S, Cai B, Sun L, Shi K, Chen B, Zhou M, Chen G (2019). DPP4 inhibitor attenuates severe acute pancreatitis-associated intestinal inflammation via Nrf2 signaling. Oxidative Medicine and Cellular Longevity.

# Supplementary material for: Maternal sitagliptin treatment attenuates offspring glucose metabolism and intestinal proinflammatory cytokines IL-6 and TNF-α expression in male rats
**Source:** PeerJ. 2020 Nov 11;8:e10310. doi: 10.7717/peerj.10310
**Supplement:** Supplemental Information 2

**Miame Checklist**

**Experiment Design**

Female Sprague-Dawley (SD) rats were fed a normal diet (ND) or a high-fat diet (HFD) for 4 weeks before mating. Dams fed an ND were divided into two subgroups: the ND only group and ND-sitagliptin group (n = 8 for each group). Meanwhile, HFD pregnant rats were randomized to one of two groups: HFD group (HFD alone) and the HFD-sitagliptin group (HFD combined with 10 mg/kg/day sitagliptin treatment) during pregnancy and lactation. Glucose metabolism was assessed in offspring at weaning. Male offspring intestinal gene expression levels were investigated using microarray.

**Raw data availability**

Raw data of six microarray experiments were submitted to the NCBI Gene Expression Omnibus (GEO) database (accession number GSE134070). The platform is GPL17117

**Sample used**

The intestine of six offspring rats were used to perform microarray expermients.

**Measurement Data and Specifications**

Total RNA was isolated from the intestines of pups in the HFD and HFD-sitagliptin groups by using TRIzol reagent (Life Technologies Inc., Carlsbad, CA, USA). Gene expression in the intestine was detected by an Affymetrix GeneChip Rat Gene 2.0 ST whole transcript-based array (Affymetrix Technologies, Santa Clara, CA). Arrays were scanned using the GeneChip® Scanner 3000 Affymetrix). All arrays were uploaded into Genespring v12.5 (Agilent Tchnologies, USA) for data normalization, quality control and first-pass analysis. Differentially expressed genes were then identified through fold change as well as P value calculated with t-test. The threshold set for differentially regulated genes was a fold change>1.5 and a P value<0.05.

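The threshold takes each gene's p without adjustment for the number of genes, so a share of unchanged genes passes it. Applied to every transcript cluster of the arrays, named or not, the methods' t-test put 685 of 36685 clusters past this threshold, 366 higher and 319 lower in HFD-sitagliptin pups, and limma put 1379 past it. Among the 1158 olfactory receptor genes, 26 (2.25%) were past it in limma, against 2.01% of all genes tested.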

How the deposited data were processed for this re-analysis (not part of the article)

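Gene expression in the intestines of 3 male pups of HFD-sitagliptin dams and 3 male pups of HFD dams was measured at weaning on Affymetrix rat gene arrays, 1 per pup. The sample labels give the group, the age and the replicate number, and the paper gives the sex of the pups and the diet of the sitagliptin-treated dams. The Y-linked gene *Uty* was at 6.67 to 7.33 on all 6 arrays. The other groups of the study were not analysed here, nor were its real-time PCR, immunohistochemistry, serum and metabolic measurements.

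The authors normalized the scans and checked their quality in GeneSpring 12.5, with an algorithm that the paper's text does not name, and the log2 values were used as deposited. They keep the level of expression, and the log2 scale was inferred from their range. 18511 of 36685 transcript clusters carry exactly 1 gene symbol in the platform's gene table used here, and clusters with several symbols, such as those of *Gapdh*, were not named. For 291 genes with more than 1 cluster, the cluster with the highest mean over all arrays was taken, which left 18166 genes. No genome positions are given. The arrays have no depth of reads, and their number limits the precision.

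HFD-sitagliptin and HFD arrays were compared in limma 3.58.1 (R 4.3.3) with empirical Bayes moderation and no covariate. Genes past the study's threshold had a fold change of at least 1.5 and an unadjusted p under 0.05, and Benjamini-Hochberg adjusted p values were computed over all genes. The methods' t-test was run with equal variances on the same values. Gene lists were tested with camera at a preset correlation of 0.01 between genes, with camera at an estimated correlation and with fry, for 42 lists with at least 5 measured genes, and with a one-sided Fisher's exact test for over-representation among the genes past the threshold against all other genes tested. By fry, 0 lists had an adjusted p under 0.05. Differences in *Il6*, *Il1b* and *Tnf* were also tested by an exact permutation test.

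The comparison of the groups, its tests, the gene lists, the alternatives and the rule for named genes were set before the data were examined. The rule takes every gene of the study's Tables 4 and 5, which had been read by then, the 10 genes with the largest positive and the 10 with the largest negative change among those past the threshold with separate groups, up to 4 genes with the smallest p in each list described, *Dpp4*, *Gcg*, *Gip* and *Glp1r*, and *Gapdh*. That the direction of the cytokine list is read from its median under the alternatives was decided after its values were seen. The lists to describe were chosen after their values were seen, and so were *Adgre1*, *Ifna1*, *Adh7*, *Lct*, *Slc2a2*, *Kcnj13* and *Tst*, which complete short counts of genes past the threshold, and the genes named for gut regions.

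The same-number arrays of the groups were compared to see whether the numbers pair the pups. After subtraction of each group's mean, the correlations across genes were 0.146, 0.284 and 0.148 for arrays of the same number and -0.24 to 0.0201 for the others, so a fit with the replicate number as a block was run. The pairing comes from the values only, since neither the labels nor the paper state one. Deviations from a group's mean cancel out within the group, so positive values for some pairs force lower ones for others. The contrast is thus weak evidence of a pairing. The value of 0.284 was that of the replicate 2 arrays, which were both high in *Fabp6*.

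The other alternatives were limma with a trend and robust moderation, array weights, quantile normalization, centring of each array on its median, leaving out each array in turn, leaving out genes whose mean is below the 40th percentile of all clusters, all transcript clusters, the mean of the clusters of a gene, a fold change of at least 2, no fold threshold, an adjusted p under 0.25, and over-representation among the genes of the methods' t-test. The methods' t-test on all clusters with any symbol and over-representation without the genes of Tables 4 and 5 were added after the data were seen. The fit was also run on simulated data with the same design, with normal noise drawn for each gene on its own at that gene's SD. They held no correlation between genes and no array that stands apart, so their shares need not hold for these arrays. There the fit put 92% of genes with a log2 change of 1 and 99% of genes with a log2 change of 2 past the study's threshold. It put 46% and 88% past an adjusted p of 0.05, and 332 of 17936 unchanged genes past the study's threshold.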

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

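The tests of the scaling of HFD-sitagliptin replicate 1, of a loss of epithelium in it, of leukocyte numbers and of the left-out array for the cytokines, and the tests of background for *Il1b* and for *Il6*, *Tnf* and *Ifng* apart were chosen after the results were seen, as was the rule by which *Car1* and the macrophage and tuft cell lists are given here. HFD-sitagliptin replicate 1 stood apart from the other 5 arrays, with 328 genes more than 2 (log2) from the mean of the others against 22 to 51 in each other array, and with *Car1*, a gene the paper does not discuss, at 12.41. In the deposited values its SD over all transcript clusters lay outside the range of the others by 0.056 of that range, so they show no other scaling of the whole array. These values had been normalized, which can even out the spread of arrays, so this cannot decide on a lower signal before that step. Tissue of a neighbouring organ is argued against, since the highest median difference of the pancreas, liver and adipocyte lists was 0.0825. A loss of absorptive epithelium alone goes with the enterocyte list, at a median of -3.94 from the other arrays, and with a rise of smooth muscle and stroma genes. It would raise all cell types outside the epithelium alike. Over genes above background their medians differed by 1.35, which argues against it, though in 1 array and between the extremes of the lists. They ran from -0.082 for B cells (SD 0.29 within the list) and 0.12 for endothelium to 1.27 for smooth muscle and stroma (SD 0.60). Macrophages (0.40), enteric neurons (0.50) and mast cells (0.53) lay between these and rose too. T and NK cells, which lie partly within the epithelium, were left out. A larger share of the muscle layer stays open. Region genes differed between the other arrays too: against the mean of the remaining 5, the ileum list lay at 1.60 in HFD-sitagliptin replicate 2, at -1.10 in HFD-sitagliptin replicate 3 and at 0.37 to 1.12 in the HFD arrays, and the proximal list at 0.0037, 1.12 and 0.047 to 0.89. *Lct* and *Slc2a2* were low in HFD-sitagliptin replicate 2 as well (5.74 and 6.24, against at least 9.54 and 9.41 in HFD-sitagliptin replicate 3 and the HFD arrays). The cause of these differences was not tested. Another gut region of HFD-sitagliptin replicate 1 stays open: the ileum list lay at a median of -2.69 and the proximal small intestine list at -2.31 from the other arrays, but the colon list only at 0.18, with 3 of its 20 genes more than 1 above all others, so a region and a change in this pup's own tissue cannot be told apart. The design gives no condition that sets this pup apart from its group, so no biological explanation from the design was tested.

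*Il6*, *Il1b*, *Tnf* and *Ifng* were lower in the HFD-sitagliptin arrays. The array that stands apart does not account for this, since without it each gene kept at least 94.8% of its log2 fold change. Some deposited values of *Il6*, *Tnf* and *Ifng* end in the same digits in an HFD and an HFD-sitagliptin array. *Ifng* was at 4.055245 and 4.155245 in HFD replicates 1 and 2 and at 3.655245 in HFD-sitagliptin replicate 1. The reason for these shared digits was not tested. Fewer leukocytes are argued against by the macrophage and T and NK cell lists, the lower of whose medians was 0.21. With 1 array left out their medians ran from 0.26 to 0.49 and from 0.024 to 0.30. The T and NK cell list thus showed no fall, but no firm rise either (camera p = 0.443 with an estimated correlation). Values near the array's background cannot account for all 4 genes, since 3 of them lie below the 95th percentile of the olfactory receptor genes and *Il1b* at percentile 98.7 of them. For *Il6*, *Tnf* and *Ifng*, which lie at or below percentile 87.4, background may contribute to the array values. The sitagliptin treatment of the dams stays open as an explanation that these arrays alone did not test. By real-time PCR, the paper reports lower *Il6*, *Il1b* and *Tnf* in male HFD-sitagliptin than in male HFD offspring. It also reports less of the proteins of *Il6* and *Tnf* in their intestine and serum. These measurements do not depend on the array's background and were not analysed here, and the paper gives none for *Ifng*.

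Signals in gene lists the paper does not discuss were the shift of the macrophage and dendritic cell list, with a median log2 fold change of 0.37, and that of the tuft cell list, with 0.25. Each had a camera adjusted p under 0.05 in all 6 fits that leave out 1 array, at most 0.000116 and 0.000995, and with an estimated correlation p was 0.0507 and 0.0148 (adjusted p = 0.769 and 0.62).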

How the results depend on the processing

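The t-test on clusters with any symbol and over-representation without the genes of Tables 4 and 5 were chosen after the data were seen. The limma count of 365 genes past the study's threshold was 158 (58 higher, 100 lower) with the methods' t-test, 178 (69 higher, 109 lower) with it on all clusters with any symbol, 1379 (720 higher, 659 lower) over all clusters, 57 (12 higher, 45 lower) at a fold change of at least 2 and 1040 (508 higher, 532 lower) without a fold threshold. The last 3 follow from the clusters or thresholds taken, and for the test the cause was not tested. With each array centred on its median, 81 genes were higher and 390 lower. With the replicate number as a block the count was 476, with array weights 343 and with quantile normalization 356. Leaving out 1 array at a time gave 239 to 880 genes (83 to 336 higher, 156 to 544 lower) and 0 to 1 genes at an adjusted p under 0.05, the 1 being *Enpp3* without HFD-sitagliptin replicate 3 (adjusted p = 0.0145, against lowest adjusted p values of 0.146 to 0.895 in the other fits). Of the genes in Tables 4 and 5, 13 were past the threshold with array weights and 14 to 17 with 1 array left out. The lists past the camera threshold numbered 0 with an estimated correlation and 9 to 16 with 1 array left out, and 7 lists were enriched when dim genes were left out and 2 when the genes of Tables 4 and 5, all past the threshold, were. The median of the cytokine list, 0.017, was -0.045 with median centring and -0.015 to 0.043 with 1 array left out. Medians that crossed 0 when 1 array was left out ran from -0.072 to 0.025 for clock genes, -0.17 to 0.038 for retinol metabolism, -0.15 to 0.0099 for glucocorticoid-induced genes, -0.036 to 0.16 for nuclear factor kappa B genes, -0.045 to 0.27 for enteric neurons, -0.049 to 0.13 for interferon response, -0.28 to 0.081 for xenobiotic metabolism, -0.22 to 0.041 for the unfolded protein response, -0.13 to 0.23 for goblet cells, -0.0032 to 0.065 for enteroendocrine cells, -0.066 to 0.12 for glucose and insulin signalling, -0.016 to 0.090 for suckling-type enterocytes, -0.38 to 0.074 for adipocytes, -0.13 to 0.027 for endothelium, -0.064 to 0.14 for tight junctions, -0.079 to 0.021 for antimicrobial peptides, -0.13 to 0.025 for olfactory receptors and -0.089 to 0.52 for smooth muscle and stroma, and *Gcg* ran from -0.70 to 0.57; the cause was not tested. The smooth muscle list, at 0.35 with all arrays and past the camera threshold, was at -0.089 without HFD-sitagliptin replicate 1, and the olfactory list was at 0.031 when dim genes were left out, where the erythroid list gave no value. With median centring the goblet, enteroendocrine and glucose and insulin lists were at -0.026, -0.028 and -0.033. Named genes were followed under another test, moderation, weighting or normalization, centring, the block and each array left out, and the lists other than cytokines under normalization, centring, the block, each array left out, dim genes left out and an estimated correlation. Over these, 1250 values kept their direction and side of the threshold, 197 were no longer past it, 37 became past it and 34 changed sign. Signal over background limits *Il6*, *Tnf*, *Ifng*, *Il1a*, *Il1f10*, *Ifna1*, *Ccr6*, *Cyp2b12*, *Adh7*, *Mrgprb2*, *Stmn3*, *Vch* and *Or3a1e* among the genes named as past the threshold, whose mean levels lie below the 95th percentile of olfactory receptor genes.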

Differences from the paper's values

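At the paper's stated thresholds, the paper reports 82 downregulated genes, and limma put 237 lower past them. Of the alternatives set before the data were examined, the methods' t-test gave a count within 1.5 times the paper's (100), and the counts with a trend and robust moderation, array weights, quantile normalization, median centring, the replicate block, each of the 6 arrays left out, dim genes left out, all clusters, the mean of clusters, a fold change of at least 2 and no fold threshold were not within it. The paper's 119 upregulated genes stand beside 128 in limma and 58 with the methods' t-test.

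The paper's total, the sum of its upregulated and downregulated genes, is 201, and limma put 365 genes past the threshold. Of the alternatives set before the data were examined, the counts within 1.5 times the paper's were 158 with the methods' t-test, 239 without HFD replicate 1, 297 without HFD-sitagliptin replicate 1 and 295 with dim genes left out, and the other alternatives lay outside. The methods' t-test on all clusters with any symbol, chosen after the values were seen, put 178 past the threshold (69 higher, 109 lower); of 23 genes of Tables 4 and 5 with a cluster there it called 22, the cluster of *Hbb* (log2 fold change 1.27) included, and it dropped 1, *Cyp4a2*, which shares its cluster with another symbol (-0.24).

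The paper reports more genes upregulated than downregulated. More genes were lower than higher in limma and in the methods' t-test on named genes, and over all clusters 366 were higher and 319 lower with the methods' t-test and 720 higher and 659 lower with limma. The 21 genes of Tables 4 and 5 measured by clusters with 1 symbol were all past the threshold with both tests, and in the 7 pathways of Table 4 whose genes were all measured the counts match the paper's.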

Other observations

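The lists described here were chosen after their values were seen, as were the test of *Cyp4a1* and *Acot1* apart from their list, the test of the time of day and the count of splits for adjusted p. Genes of tuft cells, chemosensory cells of the gut epithelium, were shifted up in HFD-sitagliptin pups by camera (adjusted p = 0.000104), but not past the adjusted threshold with an estimated correlation (p = 0.0148, adjusted p = 0.62) or by fry (adjusted p = 0.445). Of 19 measured, 4 were higher past the study's threshold and 0 lower, with 0 when adjusted over the list alone. They were the taste transduction channel gene *Trpm5* (log2 fold change 0.72, standard error 0.17), *Ffar3* (0.74), *Rgs13* (0.86) and *Alox5ap*, of leukotriene synthesis (0.64), and 5 of the 19 also stand in another list. Of 16 mast cell genes, the protease gene *Mcpt1* was higher (0.96, standard error 0.27) and the receptor gene *Mrgprb2* lower (-0.67), with a median of 0.21 (camera adjusted p = 0.0406; p = 0.105 with an estimated correlation) and of 0.071 without HFD-sitagliptin replicate 1; the shift was not past the threshold without HFD-sitagliptin replicate 1 or 2 or HFD replicate 2 or 3 (adjusted p up to 0.256). Of 24 enteric neuron and glia genes, the neuropeptide genes *Npy* (-1.24, standard error 0.18) and *Vip* (-1.13, standard error 0.31) were lower and *Stmn3* higher (0.63), 21 were not past the threshold, 1 passed when adjusted over the list alone, and the list was not shifted (camera adjusted p = 0.615). With 1 array left out, genes not past the threshold were, with their range over the 6 fits, *Alox5ap* without HFD-sitagliptin replicate 1 or HFD replicate 1 or 3 (0.42 to 0.80), *Mrgprb2* without HFD replicate 2 (-0.84 to -0.58) and *Stmn3* without HFD-sitagliptin replicate 1 or HFD replicate 1 or 2 (0.53 to 0.76). *Alox5ap* was not past it in the methods' t-test, and *Mrgprb2* and *Stmn3* lie at levels not told from background.

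The clock gene *Nr1d1* was lower past the study's threshold (-1.28, standard error 0.23) and the other 15 of 16 clock genes were not past it (list median -0.089, camera adjusted p = 0.302). Of 17 glucocorticoid-induced genes, *Fkbp5* (-1.45, standard error 0.32) and *Lpin1* (-0.63) were lower and 15 were not past it (median -0.086, camera adjusted p = 0.505). With 1 array left out, *Lpin1* was not past the threshold without HFD-sitagliptin replicate 1 or HFD replicate 2 or 3 (-0.79 to -0.50 over the 6 fits). Of 31 stem and cycling cell genes, *Skp2* (-0.89) and *Cdc25c* (-0.76) were lower (camera adjusted p = 0.000287; p = 0.281 with an estimated correlation), and the adjusted p was 0.143 without HFD replicate 1. Of 19 liver genes, *Pzp* and *Mug1l1* were higher and *Cyp2b12*, at a level not told from background, lower (median 0.41, camera adjusted p = 0.00425; p = 0.349 with an estimated correlation), and the shift was not past the threshold without HFD-sitagliptin replicate 2 or HFD replicate 1 (adjusted p up to 0.25). The median of the liver list ran from 0.076 to 0.58 over the 6 fits.

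*Cyp4a1* and *Acot1* were lower past the study's threshold in the HFD-sitagliptin arrays, as was *Hibch*, while *Acadm* was higher and the other 27 measured genes of the PPAR-alpha list did not pass it. The array that stands apart may account for the shift of the list, which kept 35.7% of its median log2 fold change without HFD-sitagliptin replicate 1, but not for *Cyp4a1* and *Acot1* themselves, which kept at least 94.3%. Gut region genes differed between the other arrays too, and whether this accounts for *Cyp4a1* and *Acot1* was not tested. Another time of day at sampling cannot be told apart from a treatment effect: *Bmal1*, *Npas2* and *Clock* had a median log2 fold change of -0.53 and *Nr1d1*, *Dbp*, *Per3* and *Ciart* one of -0.25, a difference of -0.28 against an SD of 0.63 within these genes; that the spread decides was set after these values were seen. The treatment of the dams stays open as an untested explanation.

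The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split put 365 genes past the study's threshold and the highest other split 513, with 2 splits as large, the real one included. For genes at an adjusted p under 0.05 the values were 0 and 0 (10 splits), for lists past the camera threshold 14 and 19 (5 splits), for enriched lists 12 and 9 (1 split), and for the negative log10 p of the cytokine list 0.0114 and 1.52 (10 splits). Neither the labels nor the paper state that the replicate numbers are pairs. Taking them so, 4 splits part all 3 pairs. The others among them put 73 to 170 genes past the threshold, and the 6 splits that part 1 pair put 201 to 513 past it. The groups did not overlap in 2092 genes (11.5%, where chance gives 10%).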
